# Transcriptomics reveals extensive inducible biotransformation in the soil-dwelling invertebrate *Folsomia candida *exposed to phenanthrene

**DOI:** 10.1186/1471-2164-10-236

**Published:** 2009-05-20

**Authors:** Benjamin Nota, Mirte Bosse, Bauke Ylstra, Nico M van Straalen, Dick Roelofs

## Abstract

**Background:**

Polycyclic aromatic hydrocarbons are common pollutants in soil, have negative effects on soil ecosystems, and are potentially carcinogenic. The Springtail (Collembola) *Folsomia candida *is often used as an indicator species for soil toxicity. Here we report a toxicogenomic study that translates the ecological effects of the polycyclic aromatic hydrocarbon phenanthrene in soil to the early transcriptomic responses in *Folsomia candida*.

**Results:**

Microarrays were used to examine two different exposure concentrations of phenanthrene, namely the EC_10 _(24.95 mg kg^-1 ^soil) and EC_50 _(45.80 mg kg^-1 ^soil) on reproduction of this springtail, which evoked 405 and 251 differentially expressed transcripts, respectively. Fifty transcripts were differential in response to either concentration. Many transcripts encoding xenobiotic detoxification and biotransformation enzymes (phases I, II, and III) were upregulated in response to either concentration. Furthermore, indications of general and oxidative stress were found in response to phenanthrene. Chitin metabolism appeared to be disrupted particularly at the low concentration, and protein translation appeared suppressed at the high concentration of phenanthrene; most likely in order to reallocate energy budgets for the detoxification process. Finally, an immune response was evoked especially in response to the high effect concentration, which was also described in a previous transcriptomic study using the same effect concentration (EC_50_) of cadmium.

**Conclusion:**

Our study provides new insights in the molecular mode of action of the important polluting class of polycyclic aromatic hydrocarbons in soil animals. Furthermore, we present a fast, sensitive, and specific soil toxicity test which enhances traditional tests and may help to improve current environmental risk assessments and monitoring of potentially polluted sites.

## Background

Polycyclic aromatic hydrocarbons (PAHs) are a common source of pollution in soil, mostly caused by anthropogenic means. PAHs can be derived from incomplete combustion or fossil fuel processing, and the highest concentrations in the environment are found in urban areas [1]. Several PAHs are known carcinogens [2,3], which makes this class of pollutants not only hazardous to the environment, but also to human health. Within many, if not all, organisms, detoxification of xenobiotics like PAHs can be divided in three phases. In phase I toxic compounds are modified resulting in more reactive metabolites. The best known enzymes involved in phase I are the cytochrome P450s [4]. In the second phase the reactive metabolites are conjugated with chemical groups like glutathione or glucuronic acid [3,5]. These conjugation reactions are performed by enzymes known as transferases. In phase III specialized transporters recognize the conjugates, and expel them out of the cell [6].

Springtails (Collembola) are soil-dwelling arthropods, and are therefore most suitable for soil toxicity testing. They have a detritivorous role in the soil ecosystem, i.e., they contribute to decomposition and recycling of nutrients within soil. Springtails are most abundant in soil and are often reported to be the most sensitive to pollution [7], and particularly to PAHs [8]. The Springtail *Folsomia candida *is often used in standardized ecotoxicity testing of soil [7], e.g., the International Organization for Standardization (ISO) test 11267 [9]. In these standardized tests the effect on reproduction is examined after exposure to contaminated soil for 28 days. New molecular techniques like genomics (e.g., microarrays) have been proposed to enhance environmental toxicity tests [10]. Genomics could help make existing standardized tests: faster, more specific, and more sensitive [11]. *F. candida*'s transcriptome is partially sequenced and available in Collembase [12,13], which makes this animal suitable for soil toxicogenomic studies. A previous toxicogenomic study with *F. candida *in cadmium contaminated soil revealed that gene expression profiles indicate toxicity already within 2 days [14]. Another toxicogenomic study in crustaceans further demonstrated that chronic consequences of environmental stress on populations could be predicted from early changes in gene expression [15].

In the present study we evaluated the transcriptomic response of *F. candida *in PAH contaminated soil. We used the compound phenanthrene as a model for PAHs, and spiked field soil (LUFA 2.2) with two different concentrations. The concentrations used in this study had different effects on reproduction, after 28 days. We used phenanthrene concentrations of 24.95 and 45.80 mg kg^-1 ^soil, which represents the EC_10 _(10% reduction) and EC_50 _(50% reduction) on reproduction, respectively [16]. Although, such high concentrations of single PAH compounds have not been reported in the environment, the sum of 15 PAHs (including phenanthrene) was reported to be higher than these concentrations in several European cities [1]. Our aim was to elucidate the early molecular response to-, and the toxic mechanism of PAHs in *F. candida *with the use of transcriptomic analysis. The potential of this technique to improve terrestrial and springtail ecotoxicology is also evaluated. Furthermore, we examined whether the different concentration effects on reproduction could be explained by the transcriptomic response. To our knowledge this is the first transcriptomic study of phenanthrene toxicity in non-mammalian animals.

## Results and Discussion

Many uncontrolled factors can cause variability in results derived from soil toxicity tests with *Folsomia candida *[17], which may affect reproducibility. To verify that the phenanthrene concentrations in soil, taken from the literature [16], had a significant and reproducible effect on the reproduction of *F. candida *in our experiment, we performed a 28 days exposure toxicity test. Nominal phenanthrene concentrations of 24.95 (EC_10_) and 45.80 (EC_50_) mg kg^-1 ^soil, and also a solvent (acetone) control were tested. Clean LUFA 2.2 soil was used as reference (untreated control). The solvent control did not show a significant effect on reproduction compared to clean reference LUFA 2.2 soil, but phenanthrene concentrations of 24.95 and 45.80 mg kg^-1 ^soil did have significant effects (Figure 1). Reproduction was reduced with 27% and 45%, respectively, compared to the reference soil. Actual phenanthrene concentrations in soil were measured using high performance liquid chromatography at the start and the end (28 days) of the experiment. The concentrations of phenanthrene in soil after 28 days were approximately 60% of the initial concentrations, which is expected for non-persistent organic compounds like phenanthrene.

**Figure 1:**
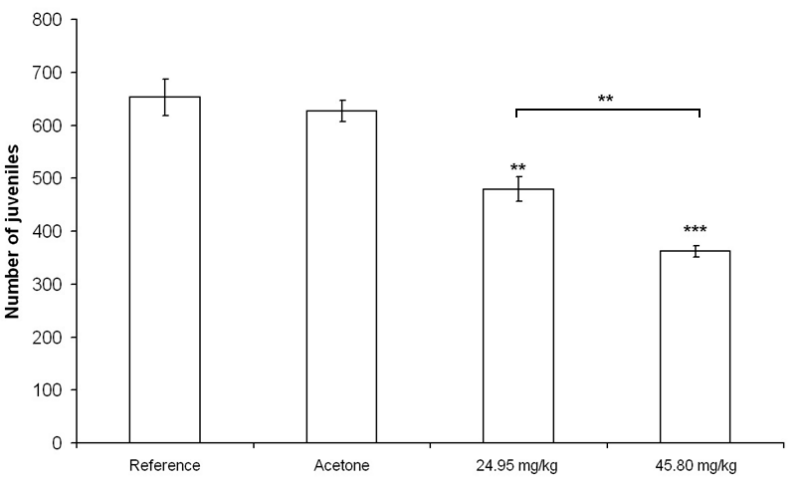
**Effect of phenanthrene on reproduction**. The average (n = 5) number of *Folsomia candida *juveniles per jar after 28 days exposure to reference, and solvent (acetone) control soil, and soil containing 24.95 mg kg^-1^, and 45.80 mg kg^-1 ^phenanthrene. The acetone treatment did not significantly affect (t-test) reproduction compared to the reference soil, but both phenanthrene concentrations did significantly effect reproduction indicated by asterisks: **P < 0.01; ***P < 0.001. Error bars indicate standard errors.

To identify transcripts that responded to the phenanthrene exposure, we used gene expression microarray analysis. 

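Each array compared, in 2 dyes, the RNA of one jar of 30 springtails kept for 2 days in spiked soil with the RNA of one jar from clean soil. The soil held 24.95 mg/kg on 4 arrays (the EC10 arrays) and 45.80 mg/kg on the other 4 (the EC50 arrays), and every array had a reference jar of its own, so no control is shared. Treated RNA carried Cy5 on replicates 1 and 2 and Cy3 on replicates 3 and 4 of each concentration, so that the dyes are balanced. An array has 15743 spots, of which 536 are controls and the rest are 5069 probes printed 3 times. The authors deposited scanner intensities before normalization and a table of their own log2 ratios. Median signal was 6.63 to 12.2 times the background in Cy3 and 5.16 to 12.3 times in Cy5, lowest in both on replicate 4 of 24.95 mg/kg. The values given here start from the intensities: Edwards background correction without an offset (the paper states none), loess within arrays, 1 to 22 outlier-marked spots per array left out, and the mean of the 3 spots of each probe. A limma model with one mean per concentration and a Benjamini-Hochberg adjusted p under 0.05 decides which transcripts are called. Averaging the 3 spots or keeping them apart was the choice that moved the counts most, and the paper's text does not name which was used. The authors' ratios with outlier-marked spots kept and the 3 spots apart, a setting chosen after seeing the values, gave the paper's counts of 405, 251 and 50.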

Microarrays were constructed containing 5,069 different 60 nt long DNA probes, printed in triplicate. The probe sequences were taken from an earlier array design, described in a previous study [14]; each probe represents a different gene cluster from Collembase [12,13]. Adult animals were exposed for 2 days to clean LUFA 2.2 soil (reference), and soil spiked with nominal phenanthrene concentrations of 24.95 and 45.80 mg kg^-1 ^soil. No solvent control was used in the gene expression experiment, because it did not show a significant effect on reproduction. However, it cannot be excluded that acetone had a minor effect on gene expression. RNA was extracted from all animals from each experimental jar, constituting one biological replicate sample. We applied a so called replicated reference design [18]; every treated sample was hybridized to a unique reference (untreated) sample. This resulted in 8 reference, 4 EC_10 _treated, and 4 EC_50 _treated samples. To assess significant differential transcripts, linear models and empirical Bayes statistics were used [19]. Derived *p*-values were corrected for multiple testing using Benjamini-Hochberg's (BH) method [20].

We identified 405 and 251 differentially expressed transcripts (BH corrected *p *< 0.05), following exposure to phenanthrene concentrations of 24.95 and 45.80 mg kg^-1 ^soil, respectively. 

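With the 3 spots of a probe averaged, 10 transcripts were called at 24.95 mg/kg and 29 at 45.80 mg/kg, against 697 and 606 at an unadjusted p under 0.05. Keeping the 3 spots apart, with an estimated correlation of 0.902 between them, gave 412 and 226 calls. On simulated arrays with changes of a log2 of 0.6, that fit recovered 48% and 51.5% of them, with 50% and 47.2% false calls. Averaged spots recovered 0% and 12.5% of them. A call with the spots apart is therefore weak evidence for a small change, and a missing call with averaging does not exclude one. The other alternatives on all 8 arrays with averaged spots gave 4 to 16 and 18 to 34. Leaving out one array gave 5 to 10 calls at 24.95 mg/kg, with the 5 arising without replicate 3 of that concentration. At 45.80 mg/kg it gave 12 to 38, with 12, 14 and 15 without replicates 1, 3 and 4 of that concentration. All 405 and 251 transcripts of Tables S1 and S2 had the sign of the tables, and 334 and 196 of them had one sign on all 4 arrays. The paper chose these transcripts on the same arrays, so their signs are not independent evidence. That holds as well for the numbers of arrays given below for listed transcripts. Their median adjusted p was 0.257 at the lower and 0.294 at the higher concentration.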

Remarkably, only 50 transcripts were differentially expressed at both concentrations (Additional file 1: Figure S1). 

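Called at both concentrations here were 9 transcripts, all among the paper's 50: Fcc00055, Fcc00266, Fcc01651, Fcc01695, Fcc02155, Fcc02906, Fcc03650, Fcc05067 and Fcc05217. Of the 50, 10 were called at the lower concentration, 19 at the higher and 20 at either, while 44 and 48 passed an unadjusted p under 0.05. Keeping spots apart gave 45 shared calls, and fitting each concentration alone gave 4. Without replicate 3 of 24.95 mg/kg the shared calls numbered 5, in a range of 5 to 9 over the arrays left out. Of the 20 transcripts called at 45.80 mg/kg alone, 17 (85.0%, 95% interval 62.1 to 96.8) had the same sign at 24.95 mg/kg. The contrast between concentrations from limma called 0 of these 20, with 12 at an unadjusted p under 0.05 and 7 called with the spots apart. Without replicate 1 of 45.80 mg/kg the share of transcripts with the same sign was 50%. This share rests on few transcripts, since 8 of the 12 calls at 45.80 mg/kg were then shared.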

Many transcripts of *F. candida *could not be annotated and have therefore an unknown function. Future sequencing efforts, however, are on their way and hopefully more transcripts can be annotated in the near future.

### Exposure to low effect concentration of phenanthrene

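The calls at the lower concentration were all higher than the reference on each of the 4 arrays. With spots apart 239 calls were higher and 173 lower, so that the share of rises was 58.0% in place of 100%. The other alternatives with averaged spots on all 8 arrays gave 0 to 2 lower calls.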

Of the 405 transcripts that were significantly differential in response to the low effect concentration of phenanthrene (24.95 mg kg^-1 ^soil), 260 transcripts were upregulated and 145 transcripts were downregulated compared to the reference. All differentially expressed transcripts that responded to the low concentration of phenanthrene are available in Additional file 2: Table S1. Their putative function is based on sequence homology (e.g., BLAST, interPro). 

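At 24.95 mg/kg Fcc02155 rose by a log2 of 4.07 ± 0.74 (SD, n = 4; adjusted p = 7.46e-04) and Fcc01651 by 4.05 ± 0.38 (adjusted p = 6.14e-05), and both calls held under every alternative run. Fcc00266 rose by 3.35 ± 1.10 (adjusted p = 0.0136) and Fcc03650 by 3.26 ± 0.82 (adjusted p = 0.00744). The call of Fcc00266 was lost without replicate 1 (adjusted p = 0.0707) and replicate 3 (0.125), and that of Fcc03650 without replicate 3 (0.0781). Over the alternatives their adjusted p went up to 0.180 and 0.115, both with each concentration fitted alone. Fcc00390, Fcc01417 and Fcc02595 rose by 0.61, 0.86 and 0.96 with adjusted p of 0.199, 0.266 and 0.165, and were called with the spots apart. These 7 transcripts were higher on 4 of 4 arrays each.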

Seven transcripts encoding cytochrome P450s were upregulated. Cytochrome P450 enzymes are most commonly involved in monooxygenase reactions [4]. In addition to this, we also identified other monooxygenases being up- and downregulated in response to the low concentration of phenanthrene. 

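None of the 4 monooxygenases listed for 24.95 mg/kg was called by limma, and 3 of them had mixed signs across arrays. Fcc00415 (log2 of −1.12 ± 1.57, SD, n = 4) and Fcc01283 (−0.91 ± 1.17) were lower on 3 of 4 arrays, and Fcc04244 (0.72 ± 1.03) was higher on 3 of 4. Fcc01289 was higher on all 4, by 0.54 ± 0.51. Adjusted p lay between 0.323 and 0.439, and 2 of the 4 were called with the spots apart.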

The upregulated cytochrome P450s and other monooxygenases are most likely involved in phase I of the biotransformation and detoxification of phenanthrene. Furthermore, we found upregulation of aldehyde oxidases, carboxylesterases, and short-chain dehydrogenases, which are probably also involved in phase I reactions with phenanthrene [5,21,22]. 

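Rises had one sign on all 4 arrays in 9 of these 10 transcripts, the exception being Fcc03036 (3 of 4), and none was called here. The aldehyde oxidases Fcc02034 and Fcc02536 rose by log2 values of 1.01 ± 0.88 and 1.04 ± 0.79 (SD, n = 4; adjusted p = 0.261 and 0.232). Among carboxylesterases Fcc01181 rose most, by 1.03 ± 0.49 (adjusted p = 0.115), with Fcc01333, Fcc01852 and Fcc04282 at 0.50 to 0.99 (0.227 to 0.361). Among short-chain dehydrogenases Fcc02784 rose most, by 1.16 ± 0.32 (adjusted p = 0.165), with Fcc03036, Fcc03346 and Fcc05644 at 0.51 to 0.74 (0.223 to 0.361). With spots apart 9 of the 10 were called.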

Many transferase enzymes are involved in phase II of the biotransformation of xenobiotics. In this phase the reactive metabolites created in phase I are being conjugated with polar groups like glutathione or sugar groups [5]. We identified 7 transcripts encoding glutathione S-transferases upregulated in response to the low concentration of phenanthrene, and one was downregulated. Also many transcripts encoding proteins that contain a UDP-glucuronosyl/UDP-glucosyltransferase domain were upregulated. 

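Of these 8 transferases Fcc05973 was called, higher by a log2 of 1.95 ± 0.52 on 4 of 4 arrays (SD, n = 4; adjusted p = 0.0154). The call was lost without replicate 1 (adjusted p = 0.0814), replicate 3 (0.130) or replicate 4 (0.0588), in a range of 4.10e-09 to 0.154 over the alternatives. Not called here were Fcc05260 (1.85 ± 0.76, adjusted p = 0.0941), which was called with median centring (0.0359), a dye term (0.00634) and an intensity trend with robust prior (0.0484), and Fcc00011, Fcc00494, Fcc01480, Fcc04073 and Fcc04161, which rose by 0.58 to 0.74 with adjusted p of 0.185 to 0.389, the last 3 on 3 of 4 arrays. Fcc00522 was lower on all 4 arrays, at −0.66 ± 0.47 (adjusted p = 0.248). All 8 were called with the spots apart.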

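The 5 members listed for 24.95 mg/kg were each higher on 4 of 4 arrays and none was called here, against 5 with the spots apart. Fcc01065 rose most, by a log2 of 1.55 ± 1.29 (SD, n = 4; adjusted p = 0.227), and Fcc00734 had the smallest adjusted p, 0.162, at 1.16 ± 0.52, and was called with median centring (0.0428) and with a dye term (0.0111). Fcc00406, Fcc05569 and Fcc05710 rose by 0.65 to 1.10 with adjusted p of 0.248 to 0.266.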

Stroomberg et al. showed that the phase II biotransformation of the PAH pyrene in *F. candida *produced the metabolite pyrene-1-glucoside, but not pyrene-1-glucuronide [23]. Therefore we assume that these induced transcripts actually encode UDP-glucosyltransferases, and not UDP-glucuronosyltransferases. 

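Fcc04544 rose by a log2 of 1.76 ± 0.95 (SD, n = 4; adjusted p = 0.161) and Fcc06085 by 1.33 ± 0.52 (adjusted p = 0.143), each on 4 of 4 arrays at 24.95 mg/kg. Fcc00868 rose by 0.51 ± 0.59 on 3 of 4 (adjusted p = 0.342). None of these transporters was called here, Fcc04544 was with a dye term (0.0285), and 2 were with spots apart.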

Membrane transporters which are involved in phase III were also significantly upregulated; we identified 3 ABC-transporters.

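At 24.95 mg/kg the heat shock transcripts Fcc05793 and Fcc05668 rose by log2 values of 0.94 ± 1.12 and 0.73 ± 0.65 (SD, n = 4), each on 3 of 4 arrays, with adjusted p of 0.296 and 0.335. The chaperonin Fcc03828 rose by 0.52 ± 0.12 on 4 of 4 (adjusted p = 0.232). None was called here, and 1 heat shock transcript and the chaperonin were called with the spots apart.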

The low concentration of phenanthrene induced 2 transcripts encoding heat shock proteins (HSPs) and one chaperonin which are likely part of the general stress response. Many transcripts encoding ribosomal proteins and a few translation initiation factors were also upregulated, which indicates increased protein translation. 

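The 7 ribosomal transcripts (Fcc00410, Fcc00886, Fcc01049, Fcc01078, Fcc04017, Fcc04899 and Fcc06150) were each higher on average, by log2 values of 0.50 to 0.77, and 4 of them on all 4 arrays. Fcc06150 rose most, by 0.77 ± 0.91 (SD, n = 4). Adjusted p ran from 0.223 to 0.383, so that none was called here, against 7 with the spots apart. The initiation factor Fcc02111 rose by 0.46 ± 0.22 (adjusted p = 0.266), and the tRNA synthetase Fcc04308 by 0.63 ± 0.69 on 3 of 4 arrays (adjusted p = 0.375).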

The translation of all the biotransformation enzymes might be a reason for this increase. 

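Of the 10 transcripts of chitin metabolism listed at the lower concentration, 9 rose, by log2 values of 0.60 to 1.30, and 5 of them did so on all 4 arrays. The chitin-binding Fcc04366 had the smallest adjusted p, 0.115, at 1.00 ± 0.27 (SD, n = 4). Fcc00558, Fcc01510, Fcc02098, Fcc02295, Fcc02522, Fcc03217, Fcc04212 and Fcc05329 also rose without being called, with adjusted p up to 0.423. The chitin deacetylase Fcc00637 was lower on 4 of 4 arrays, at −0.64 ± 0.36 (adjusted p = 0.223). With the spots apart 8 of the 10 were called.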

Interestingly, many transcripts encoding chitin binding proteins and chitinases were also upregulated. These gene products, together with the upregulation of a transcript with homology to the molting fluid carboxypeptidase A [24], could be involved in the molting process or the formation of the peritrophic envelope. This peritrophic envelope is excreted by the gut epithelial cells in most arthropods, and is a thin membrane which has protective functions against abrasive food particles, invading pathogens, plant toxins, and oxidative damage [25]. 

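The molting fluid carboxypeptidase A transcript, Fcc04212, averaged a log2 of 1.30 with an SD of 1.31 between arrays, higher on 3 of 4, and its adjusted p was 0.266 at 24.95 mg/kg.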

Phase I metabolites of PAHs can often generate reactive oxygen species (ROS) and can cause oxidative damage. In humans, the microbiota in the colon was able to bioactivate PAHs [26], and we therefore suggest that ingested phenanthrene is being transformed to ROS forming metabolites by the microbiota in *F. candida*'s gut. The peritrophic envelope could then function as an antioxidant to protect the epithelial gut cells from ROS. However, further research is needed to confirm ROS production by the microbiota in *F. candida*'s gut. Endogenous transformation of PAHs by cytochrome P450s also generates ROS, and we found transcripts encoding superoxide dismutase (copper/zinc binding) and catalase both upregulated in response to the low concentration of phenanthrene.

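The superoxide dismutase Fcc01344 rose by a log2 of 0.59 ± 0.24 (SD, n = 4; adjusted p = 0.248) and the catalase Fcc01324 by 0.58 ± 0.27 (adjusted p = 0.223), both on 4 of 4 arrays. Neither was called here, and both were with the spots apart.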

Other transcripts that are worth mentioning are vitellogenin and genes containing a vitelline membrane outer layer protein I (VOMI) domain. These transcripts, all upregulated, are involved in egg production. This suggests that phenanthrene is disrupting the reproduction process in *F. candida *in a direct manner. Also many transcripts encoding proteins containing a zinc finger domain were significantly affected (up- or downregulated). 

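Fcc01949, Fcc04224, Fcc05544 and Fcc05618 were higher on 4 of 4 arrays at 24.95 mg/kg, by log2 values of 0.56 to 1.49. The largest, Fcc04224, varied most (1.49 ± 1.65, SD, n = 4; adjusted p = 0.280). No adjusted p was under 0.223, and 3 of the 4 were called with the spots apart.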

Zinc finger domains are often involved in DNA binding, like for example in transcription factors [27]. Most of these transcripts were downregulated, which suggests that many, perhaps less essential, processes were switched off in order to focus on more essential transcripts that cope with phenanthrene detoxification. Furthermore, transcripts involved in post-transcriptional modifications of RNA, or post-translational modifications of proteins were also affected. 

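At the lower concentration the 6 zinc finger transcripts Fcc00176, Fcc01059, Fcc03028, Fcc03150, Fcc05043 and Fcc05442 averaged log2 values of −0.74 to −0.49, and 5 of them were lower on all 4 arrays. Fcc00176 fell most, at −0.74 ± 0.43 (SD, n = 4). Adjusted p was 0.223 to 0.269, none past the threshold here and 6 with the spots apart.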

Post-translational modification is possibly an indication of altered signal transduction. For example, genes from the RAS family were downregulated. It is however difficult to predict exactly which processes (e.g., cell proliferation or apoptosis) are influenced by these signal transduction pathways, but it could suggest carcinogenic potential of phenanthrene in higher animals.

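The 2 RAS family transcripts, Fcc00176 and Fcc03403, were lower on 4 of 4 arrays, Fcc03403 at a log2 of −0.51 ± 0.34 (SD, n = 4; adjusted p = 0.248). Neither was called here, and both were with the spots apart.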

### Exposure to high effect concentration of phenanthrene

Compared to the reference, 251 transcripts were significantly differentially expressed in response to the high effect concentration of phenanthrene (45.80 mg kg^-1 ^soil), 122 transcripts were upregulated and 129 transcripts were downregulated. This is clearly less than in the low concentration exposure. 

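Of the 29 calls at 45.80 mg/kg, 27 were higher and 2 lower, against 106 higher and 120 lower with the spots apart. The lower calls were Fcc00253, with a C2 domain, at a log2 of −2.27 ± 1.11 (SD, n = 4; adjusted p = 0.0376), and Fcc03518, without homology, at −1.77 ± 0.40 (adjusted p = 0.0122), each on 4 of 4 arrays. Fcc00253 was lost under 12 of 26 alternatives, with adjusted p up to 0.210 without replicate 3 of 45.80 mg/kg, and also without replicate 1 (0.0581) or replicate 4 (0.162) of that concentration and without replicates 1, 2 and 3 of 24.95 mg/kg (0.0725, 0.0737 and 0.0828). Fcc03518 was lost without replicate 1 (0.0516), replicate 3 (0.0701) or replicate 4 (0.0814) of 45.80 mg/kg, in a range of 2.57e-09 to 0.0814. In 27 of the 29 calls the transcript is in Table S2.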

A difference with the low concentration exposure is that we here observed relatively more genes downregulated than upregulated. 

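The share of rises among the calls was 93.1% at 45.80 mg/kg, below that at 24.95 mg/kg, where every call was a rise. Keeping spots apart moved it to 46.9%, again below the share at the lower concentration under the same setting. The order was the reverse with normexp and without background correction (86.7% at 24.95 against 95.8% at 45.80 mg/kg) and with an Edwards offset of 50 (87.5 against 95.8%), so the order depends on the background correction. Leaving out one array gave 86.4 to 100% at the higher concentration, the first without replicate 2 and the second without replicate 1 or replicate 3.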

All differentially expressed transcripts that responded to the high concentration of phenanthrene are available in Additional file 3: Table S2. We can again identify transcripts involved in all three biotransformation and detoxification phases. 

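At 45.80 mg/kg all 4 P450 transcripts were called, higher on 4 of 4 arrays: Fcc01651 by a log2 of 4.63 ± 0.41 (SD, n = 4; adjusted p = 1.37e-05), Fcc02155 by 4.17 ± 0.66 (5.84e-04), Fcc03650 by 3.84 ± 0.76 (0.0017) and Fcc00266 by 3.46 ± 0.76 (0.00803). Fcc00266 was lost without replicate 1 (0.0581) or replicate 3 (0.0631), the top of its range. The reductase Fcc05374 rose by 0.58 ± 0.41 without being called (adjusted p = 0.282). Of 7 other monooxygenases Fcc01289 was called, by 1.79 ± 0.39 (0.00836), and lost without replicate 1 (0.0581), replicate 3 (0.0701) or replicate 4 (0.0651). Fcc03139, Fcc03614 and Fcc03677 rose by 1.21 to 1.60 and Fcc01283, Fcc01639 and Fcc02834 stood at −2.27 to −1.16, all uncalled here with adjusted p of 0.101 to 0.358. Fcc02834 was called with each concentration alone (0.0128), and Fcc03139 with a dye term (0.0207) and without replicate 4 of 24.95 mg/kg (0.0491). Treated signal was well above background on 2 of 4 arrays for Fcc02834, and reference signal on 1 of 4 for Fcc03677.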

For phase I, we observed upregulation of 4 cytochrome P450s and one NADPH cytochrome P450 reductase, and many other differentially expressed monooxygenases (up- and downregulated). Furthermore, we observed upregulated carboxylesterases, and short-chain dehydrogenases, which are likely also involved in phase I reactions. 

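The carboxylesterase Fcc01852 was called, higher by a log2 of 1.54 ± 0.20 (SD, n = 4; adjusted p = 0.0017), and so was the dehydrogenase Fcc02784, by 2.45 ± 0.66 (adjusted p = 0.00286), each on 4 of 4 arrays and under every alternative. Fcc01181, Fcc00008, Fcc00763 and Fcc05644 rose by 0.43 to 1.06 at 45.80 mg/kg, with adjusted p of 0.131 to 0.310, and were called with the spots apart. Fcc05644 was also called with normexp (0.0486), without background correction (0.0454) and with an Edwards offset of 50 (0.0497), and Fcc00763 without replicate 4 of 24.95 mg/kg (0.0288).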

Transcripts encoding glutathione S-transferases and UDP-glucuronosyl/UDP-glucosyltransferase domain containing proteins were also upregulated, which are probably involved in phase II reactions. 

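The transferases Fcc05260 and Fcc00734 were called at 45.80 mg/kg, higher on 4 of 4 arrays by log2 values of 1.97 ± 0.59 and 1.81 ± 0.49 (SD, n = 4; adjusted p = 0.0329 and 0.0127). Fcc05260 was lost under 6 of 26 alternatives, with adjusted p of 0.135, 0.205 and 0.165 without replicates 1, 3 and 4 of 45.80 mg/kg and 0.0702 without replicate 3 of 24.95 mg/kg, in a range of 1.09e-11 to 0.205. Fcc00734 was lost without replicate 1 (0.0581), replicate 3 (0.0742) or replicate 4 (0.0869) of the higher concentration, the last being its highest value. Fcc00494, Fcc04161, Fcc05973 and Fcc03224 rose by 0.60 to 1.12 without being called (0.154 to 0.284), and all 6 transcripts were called with the spots apart.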

Six transcripts encoding ABC-transporters were also upregulated; they could be involved in phase III. This is twice the amount of transporters compared to the low concentration of phenanthrene exposure.

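Each of the 6 transporters was higher on 4 of 4 arrays at 45.80 mg/kg and 5 were called. Fcc04544 rose most, by a log2 of 2.21 ± 0.64 (SD, n = 4; adjusted p = 0.0376), and Fcc06085, also among the 50, by 1.89 ± 0.61 (0.0155). Fcc00181 rose by 1.57 ± 0.36 and was not called (adjusted p = 0.153), though it was with the spots apart, with each concentration alone (0.0452) and without replicate 4 of 24.95 mg/kg (0.0467). Fcc04544 was lost under 7 of 26 alternatives, up to 0.210 without replicate 3 of 45.80 mg/kg and at 0.160, 0.0508 and 0.172 without its replicates 1, 2 and 4, and at 0.0828 without replicate 3 of 24.95 mg/kg. Fcc06085 was lost without replicate 1 (0.0619), replicate 2 (0.0776) or replicate 4 (0.0952) of 45.80 mg/kg, the last being its highest value, and with each concentration alone (0.0600). Of the other calls, Fcc00582 and Fcc02925 were lost without any one replicate of 45.80 mg/kg (0.0869 to 0.210 and 0.0867 to 0.210) and with median centring and Agilent's log ratio, and Fcc01177 without replicate 1, 2 or 4 (0.0581 to 0.0952) and with each concentration alone (0.0723).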

The HSP genes that were upregulated by the low concentration of phenanthrene were also upregulated by the high concentration of phenanthrene, which is indicative for general stress. Also here one chaperonin was induced, but interestingly, it was not the same transcript that was induced in response to the low concentration. Furthermore, one transcript containing a DnaJ (HSP40) domain was downregulated in response to the high concentration. 

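Fcc05793 rose by a log2 of 1.20 ± 0.23 on 4 of 4 arrays of 45.80 mg/kg and Fcc05668 by 0.81 ± 0.69 on 3 of 4 (SD, n = 4). Their adjusted p of 0.281 and 0.344 did not pass here, and both passed with the spots apart.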

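The chaperonin Fcc01391 averaged log2 values of 0.86 ± 0.42 at 45.80 mg/kg (SD, n = 4; adjusted p = 0.153) and 0.31 ± 0.30 at 24.95 mg/kg, with one sign at both concentrations.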

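Fcc00383, with the DnaJ domain, was lower on 4 of 4 arrays, at a log2 of −0.98 ± 0.54 (SD, n = 4), with an adjusted p of 0.130.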

A few transcripts encoding ribosomal proteins were all downregulated, which indicate a suppression of protein translation, although a translation initiation factor and a tRNA synthetase were both upregulated. 

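The ribosomal transcripts Fcc00386, Fcc00999, Fcc01804 and Fcc04731 were lower on 4 of 4 arrays of 45.80 mg/kg, at log2 values of −0.59 to −0.44 with adjusted p of 0.276 to 0.348. Fcc00386 fell most, at −0.59 ± 0.58 (SD, n = 4). The initiation factor Fcc06205 rose by 0.52 ± 0.43 (adjusted p = 0.310) and the tRNA synthetase Fcc05571 by 0.80 ± 0.50 (adjusted p = 0.213). None of the 6 was called here, and all were with the spots apart.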

The suppression of these ribosomal proteins is a clear difference between the low and high concentration phenanthrene exposure, because the low concentration induced several other ribosomal proteins. 

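At 45.80 mg/kg the 7 ribosomal transcripts listed for 24.95 mg/kg were all lower on average, at log2 values of −0.37 to −0.03 with a median of −0.21. At 24.95 mg/kg the 4 listed for 45.80 mg/kg went both ways, 2 higher and 2 lower, with a median of −0.04. Over the 43 probes whose description on the array names a ribosomal protein, 8 of which are in the paper's lists, the median was 0.05 at the lower and −0.05 at the higher concentration. The contrast of that class had an adjusted p of 0.0397 with camera and 0.180 with fry.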

The synthesis of proteins is an energy costly process, and is therefore often suppressed in stressful situations like in detoxification of xenobiotics, in order to reallocate energy budgets [28]. Furthermore, we identified upregulated transcripts involved in the synthesis of the antibiotic compound penicillin, and downregulated C-type lectins. This suggests that the high concentration of phenanthrene is evoking an immune response, and thus increases susceptibility to pathogens. 

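The penicillin transcripts Fcc00057, Fcc00170, Fcc01821 and Fcc05602 were higher on average at 45.80 mg/kg, and Fcc00170, the largest, varied between arrays (log2 of 2.28 ± 1.86, SD, n = 4; adjusted p = 0.276). Fcc05602 was the steadiest, at 0.54 ± 0.13 on 4 of 4 arrays (adjusted p = 0.217). Fcc00057 and Fcc01821 rose by 1.49 and 1.43 (adjusted p = 0.323 and 0.310). The lectins Fcc00508, Fcc02802 and Fcc03071 were lower on 4 of 4 arrays, Fcc03071 most, at −1.49 ± 1.21 (adjusted p = 0.278, and 0.0207 with a dye term). None of these was called here, against 4 penicillin transcripts and 2 lectins with the spots apart.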

We observed upregulation of a superoxide dismutase (copper/zinc binding), indicating oxidative stress. This gene was, however, not the same superoxide dismutase that was upregulated in response to the low concentration of phenanthrene. Nevertheless, other transcripts, like glutaredoxins and thioredoxins, that play a role in oxidative stress, were downregulated. 

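Fcc01767, the superoxide dismutase of the higher concentration, averaged log2 values of 0.81 ± 0.57 at 45.80 mg/kg (SD, n = 4; adjusted p = 0.286) and 0.20 ± 0.52 at 24.95 mg/kg.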

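Fcc02584, Fcc04435 and Fcc05401 were lower on 4 of 4 arrays at 45.80 mg/kg, at log2 values of −1.08 to −0.60. Fcc05401 fell most, at −1.08 ± 1.11 (SD, n = 4), and adjusted p was 0.282 to 0.316. They were not called here and were called with the spots apart.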

More transcripts that were affected in response to the high effect concentration of phenanthrene noteworthy to mention were involved in: transcription and chromatin remodeling, DNA replication, post-transcriptional and post-translational processes, and signal transduction.

### Comparison between low and high exposures

Only 50 transcripts were differentially expressed in response to both exposure concentrations. We used hierarchical clustering to group the similarly expressed transcripts (Figure 2). 

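Average linkage of the 50 shared transcripts on the 8 arrays, stopped at 3 groups, gave groups of 8, 29 and 13, and complete linkage gave 8, 28 and 14. Over 19 settings the largest group held 28 to 40 transcripts, with 40 without replicate 4 and 38 without replicate 3 of 45.80 mg/kg.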

The transcripts can roughly be divided into three separate groups. The first group contains transcripts that were highly upregulated in response to both phenanthrene concentrations (most upper [purple] group in Figure 2). This group contains cytochrome P450s and unknown genes (with no significant homology). 

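The group of 8 averaged log2 values of 3.62 at 24.95 (3.59 without Fcc00055) and 4.06 at 45.80 mg/kg, and holds the 4 P450 transcripts with Fcc00055, Fcc01695, Fcc02906 and Fcc05067, which have no homology. Fcc01695 rose by 4.53 ± 0.59 and 5.50 ± 0.43 (SD, n = 4; adjusted p = 6.94e-05 and 1.37e-05), called under every alternative. For Fcc00055 at 24.95 mg/kg, where the reference was not well above background on any array, the fold depends on the background correction: it was at least 14.1-fold with the correction used here, while the log2 was 2.22 without background correction, which is below that bound. Fcc00055 rose by 4.27 ± 0.39 at 45.80 mg/kg (adjusted p = 4.68e-05), with the reference above background on 3 of 4 arrays. Fcc02906 rose by 3.16 ± 0.82 and 3.64 ± 0.30 (adjusted p = 0.00184 and 5.84e-04), the former lost with each concentration fitted alone (0.115), and Fcc05067 by 2.69 ± 0.72 and 3.00 ± 0.65 (adjusted p = 0.0101 and 0.00335). Without replicate 3 of 24.95 mg/kg Fcc05067 was not called there (adjusted p = 0.102), in a range up to 0.121. All 8 were higher on 4 of 4 arrays at both concentrations.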

The second group created by hierarchical clustering contains transcripts that were moderately upregulated in response to both phenanthrene concentrations (lower [orange] group in Figure 2). In this group we indentified transcripts encoding e.g., heat shock proteins, glutathione S-transferases, and ABC-transporters. 

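The group of 29 averaged log2 values of 0.94 and 1.21 at the lower and the higher concentration. Its Fcc05217 was called at both, at 1.17 ± 0.06 and 1.31 ± 0.31 (SD, n = 4; adjusted p = 0.0119 and 0.00384) on 4 of 4 arrays each. Leaving out any array of 24.95 mg/kg lost the call there, with adjusted p of 0.101, 0.0799, 0.105 and 0.0525 for replicates 1 to 4, in a range of 2.05e-06 to 0.121, and each concentration fitted alone lost it at both (0.0533 at 45.80 mg/kg). Among the 50, 36 were higher at both concentrations, with the larger value at 45.80 mg/kg in 28 of them and at 24.95 mg/kg in 8.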

The third group (middle [green] group in Figure 2) contains transcripts which were all downregulated in response to the high concentration of phenanthrene. 

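The group of 13 averaged a log2 of 0.35 at 24.95 and −0.84 at 45.80 mg/kg. Its members are Fcc00160, Fcc00508, Fcc00723, Fcc00817, Fcc01283, Fcc01311, Fcc01912, Fcc02802, Fcc04021, Fcc04194, Fcc04528, Fcc04951 and Fcc05495, each lower on average at the higher concentration. The smallest adjusted p there was 0.0547, for Fcc01311, with a DM9 domain, at −1.26 ± 0.47 on 4 of 4 arrays (SD, n = 4), so that none was called here. Fcc01311 at 45.80 mg/kg was called for probes above background only (0.0366), with a dye term (0.0128), an intensity trend and robust prior (0.0220) and the authors' values (0.0397), and without replicate 1 of 24.95 mg/kg (0.0460).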

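At 24.95 mg/kg 10 of the 13 averaged above the reference, by log2 values of 0.41 to 1.28, and the other 3 below: Fcc01283, Fcc04021 (−1.10 ± 0.70, SD, n = 4) and Fcc04194 (−0.58 ± 0.20). No adjusted p was under 0.115, that of Fcc00817 at 1.28 ± 0.49. Signs opposed on all 4 arrays of each concentration in 5 transcripts, Fcc00160, Fcc00817, Fcc01311, Fcc02802 and Fcc05495, a pattern that chance gives 0.781% of transcripts not chosen beforehand, whereas these were chosen on the same arrays, so the count is no test.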

In response to the low concentration, some transcripts were also downregulated in this group, but most transcripts, including C-type lectins, were slightly upregulated.

**Figure 2:**
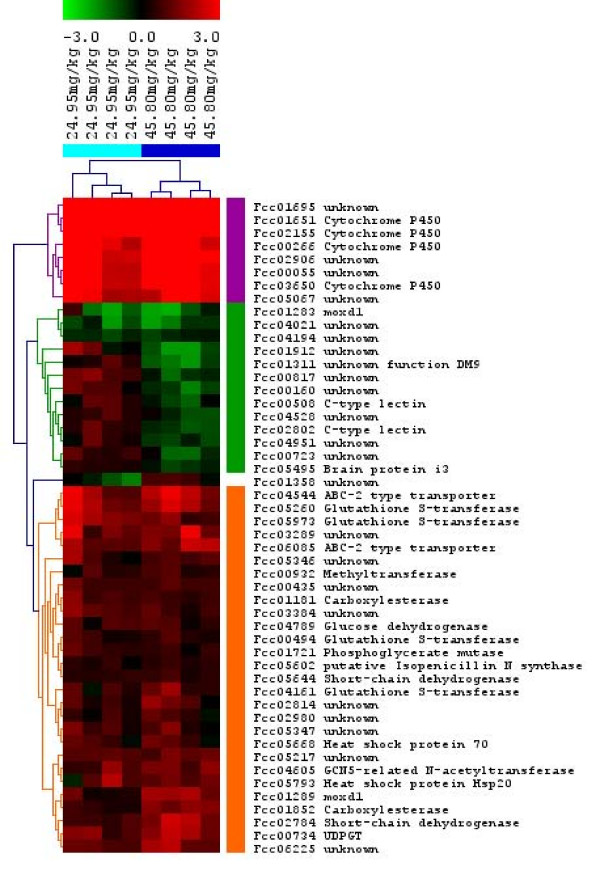
**Heatmap for transcripts differentially expressed in response to each of the phenanthrene concentrations**. Four microarrays were used for each exposure concentration. Hierarchical clustering was performed using log_2 _fold change values (treatment/reference). Red indicates upregulation and green downregulation compared to the reference, black indicates no difference. The transcripts are named by their gene cluster in Collembase, followed by their predicted function.

Of the 50 transcripts, we wanted to identify which responded different between the two phenanthrene concentrations. The transcripts that differ significantly could help to explain the different effects on reproduction after 28 days exposure. These transcripts that responded differently between the two concentrations were identified using a t-test, and 16 were found to respond significantly different (*p*-value < 0.05) between the two concentrations (see Table 1). 

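Over all 5069 probes the contrast between concentrations from limma called 0 transcripts (572 at an unadjusted p under 0.05), the methods' t-test called 0 (497 unadjusted), and limma with the spots apart called 175. The smallest adjusted p was 0.176, for Fcc03719, whose spots were near background, followed by 0.251 for Fcc03518 (difference of −2.18) and 0.265 for Fcc04144 (1.15), Fcc04253 (−1.06) and Fcc00817 (−1.92). Adjusted over the list of the paper's 50 alone, 14 differed and 16 passed unadjusted, against 4 and 15 with the methods' t-test. The list was chosen on these same arrays, so this is not independent evidence. All 14 are in Table 1, and its Fcc01695 (difference of 0.96, adjusted p = 0.0663) and Fcc01651 (0.57, 0.201) did not pass. Without replicate 3 of 45.80 mg/kg 7 differed and without replicate 1 of 24.95 mg/kg 9, in a range of 7 to 14. Of the 14, 11 had opposite signs at the concentrations.

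**Figure D1:**
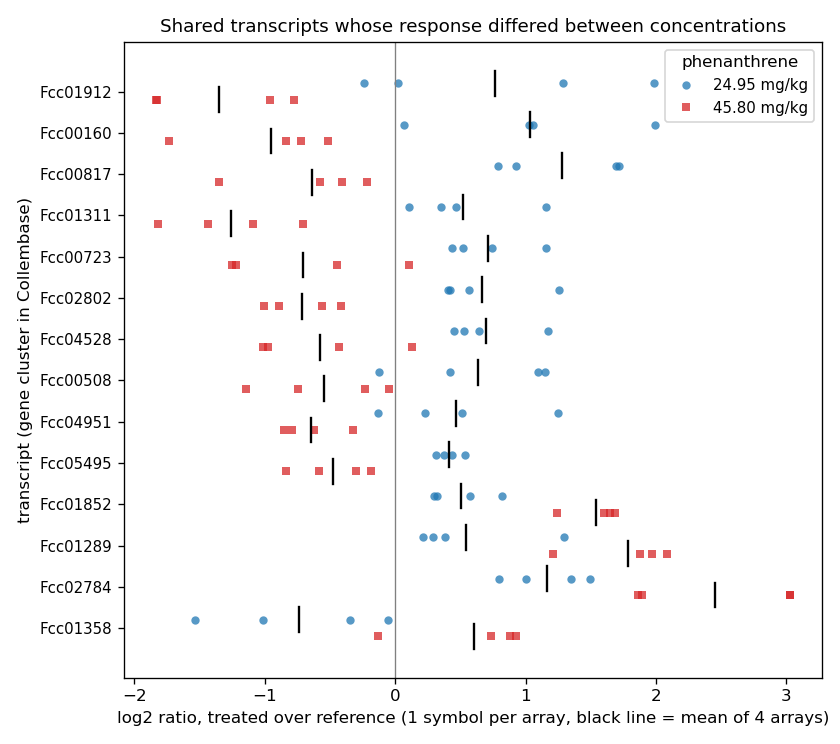
Log2 ratio of treated over reference on each array for the 14 transcripts whose difference between concentrations passed an adjusted p under 0.05 over the list of 50 alone. Blue circles stand for 24.95 mg/kg, red squares for 45.80 mg/kg and black lines for the mean of 4 arrays, and the means of 11 transcripts lie on opposite sides of 0.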

Many of the genes have an unknown or unclear function. 

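From 24.95 to 45.80 mg/kg the carboxylesterase Fcc01852 gained a log2 of 1.04 ± 0.20 (SE), which passed over the list of 50 alone (adjusted p = 0.00744) under every alternative. The P450 Fcc01651 gained 0.57 ± 0.27, short of the threshold, with the values of all its arrays far above the reference at either concentration. The monooxygenase Fcc01289 and the dehydrogenase Fcc02784 gained 1.24 ± 0.31 and 1.29 ± 0.34. None of the 4 passed over all probes by limma with averaged spots, though each was higher at the higher concentration in every setting.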

Interestingly, the expression of genes encoding proteins with possible detoxifying and biotransformational functions, (carboxylesterase, monooxygenase, short-chain dehydrogenase, and cytochrome P450), all increased with increasing phenanthrene concentration. This implies that these genes responded in a concentration dependent manner, and are likely good quantitative biomarkers for the relevant phenanthrene concentrations in soil. 

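The lectin Fcc02802 went from 0.66 ± 0.40 at 24.95 to −0.72 ± 0.28 at 45.80 mg/kg (log2, SD, n = 4), with signs opposed on all arrays, and its difference of −1.38 passed over the list of 50 alone under every alternative. Fcc00508 went from 0.63 ± 0.60, higher on 3 of 4 arrays, to −0.54 ± 0.50, lower on 4 of 4. Its difference of −1.18 had an adjusted p of 0.0359 over that list and was lost under 9 of 28 alternatives, up to 0.126 with median centring. It was lost without replicates 1, 2 and 3 of 24.95 mg/kg (0.108, 0.0554 and 0.107) and without replicates 1, 3 and 4 of 45.80 mg/kg (0.0531, 0.0932 and 0.0909).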

Two C-type lectins, which are assumed to play a role in the invertebrate immune system [29], are upregulated in response to the low, but downregulated in response to the high concentration of phenanthrene. This suggests again, like already mentioned above, that the high concentration of phenanthrene had a negative impact on the immune system. This seems to be likely, because more genes involved in the production of antibiotics responded to the high concentration. An impaired immune response was observed in an earlier toxicogenomic study with *F. candida *exposed to cadmium [14]. This implies that the immune response is correlated with suppression of reproduction, no matter the mode-of-action of the toxicant. Interestingly, a recent toxicogenomic study with earthworms, wherein *Eisenia fetida *was exposed to soil containing 2,4,6-trinitrotoluene [30], also showed an impaired immune response.

**Table 1:** Transcripts with a significant difference in gene expression between two phenanthrene exposures

Gene cluster^a^	Putative function	Fold change (24.95 mg/kg)^b^	Fold change (45.80 mg/kg)^c^	*p*-value^d^
Fcc01852	Carboxylesterase	1.41	2.84	0.0008
Fcc01695	unknown	13.65	35.91	0.0013
Fcc00817	unknown	2.24	-1.52	0.0014
Fcc01311	Protein of unknown function DM9	1.44	-2.36	0.0014
Fcc02802	C-type lectin	1.59	-1.64	0.0018
Fcc00160	unknown	1.80	-1.80	0.0038
Fcc05495	brain protein i3	1.33	-1.38	0.0048
Fcc04528	unknown	1.55	-1.44	0.0103
Fcc01289	monooxygenase	1.46	3.41	0.0107
Fcc00723	unknown	1.64	-1.63	0.0144
Fcc01912	unknown	1.70	-2.54	0.0194
Fcc00508	C-type lectin	1.56	-1.46	0.0218
Fcc01358	unknown	-1.63	1.50	0.0221
Fcc04951	unknown	1.39	-1.56	0.0226
Fcc02784	Short-chain dehydrogenase	1.67	3.54	0.0288
Fcc01651	Cytochrome P450	12.12	19.72	0.0298

^a^Gene cluster as can be found in Collembase, ^b^fold change in response to 24.95 mg/kg phenanthrene in soil compared to reference soil, ^c^fold change in response to 45.80 mg/kg phenanthrene in soil compared to reference soil, ^d^*p*-value derived with t-test (n = 4).

Many transcripts were differentially expressed only in response to one phenanthrene concentration, but shared similar putative functions. For instance, we found ABC-transporters that were only significantly upregulated in response to the low concentration, but not to the high concentration of phenanthrene, and vice versa. 

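At 24.95 mg/kg the 4 transporters of Table S2 that are not in Table S1, Fcc00181, Fcc00582, Fcc01177 and Fcc02925, averaged log2 values of 0.21, 0.23, 0.17 and 0.91. The difference between concentrations passed an unadjusted p under 0.05 for 4 of the 6 transporters of Table S2. It was called for 0 over all probes by limma with averaged spots. With the spots apart it was called for Fcc00582 and Fcc01177 (adjusted p = 0.0165 and 0.0144) and not for Fcc02925, Fcc04544 and Fcc06085.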

Other examples are the already above mentioned superoxide dismutases, and chaperonins. Interestingly, the transcripts involved in all three phases of the detoxifying and biotransformation of xenobiotics were upregulated in response to both phenanthrene concentrations. However, only a few were differentially expressed in response to both concentrations, and then only a few of them were regulated in a concentration responsive manner. This demonstrates the complexity of the transcriptional regulation of these biotransformation enzymes. 

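Each function list of one table was tested at the other concentration with camera (preset correlation of 0.01), and 10 of 19 lists passed, against 6 with fry, all among the 10, and 0 with an estimated correlation. These tests are partly decided by selection, since the transcripts in both tables, among them 10 of the 21 Phase I transcripts of Table S1, were chosen at the tested concentration as well. Without the transcripts in both tables, an alternative chosen after seeing the values, 14 lists kept at least 5 members and 0 passed with camera or fry. This leaves out the members that the paper lists at the tested concentration, so it leans toward no response and cannot exclude one. The 21 Phase I transcripts of Table S1 had a median log2 of 0.41 at 45.80 mg/kg, and the 18 of Table S2 had 0.64 at 24.95 mg/kg. Without those in both tables camera gave an adjusted p of 0.365 for the remaining 11 and 0.261 for the remaining 8. For Phase II the medians were 0.31 and 0.91, with an adjusted p of 0.630 for the 8 remaining transcripts of Table S1 and too few left of Table S2, and for the 6 Phase III transcripts of Table S2 the median was 0.57, again with too few left.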

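Without the transcripts in both tables, the medians at the other concentration were 0.23 and 0.55 for the Phase I lists of Tables S1 and S2, 0.09 and 0.47 for Phase II, and 0.22 for Phase III of Table S2.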

The transcripts involved in chitin metabolism were mostly upregulated in response to the low concentration of phenanthrene. 

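At 45.80 mg/kg the 10 chitin transcripts of Table S1 went both ways, 5 higher and 5 lower, with a median log2 of 0.01, a mean of −0.04 and a camera adjusted p of 0.851. Table S2 lists Fcc03385 at 0.69 (adjusted p = 0.223) and Fcc04350 at −0.95 ± 0.76 (SD, n = 4; adjusted p = 0.318), whose size is uncertain because its spots at 45.80 mg/kg were saturated on 1 array in treated and on 2 in reference RNA.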

An explanation might be that the high phenanthrene concentration could kill or inhibit the ROS forming microorganisms in the gut. Therefore, the synthesis of a peritrophic envelope would be less necessary.

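The spread between the 4 arrays of a concentration was similar, with a median SD of 0.406 at 24.95 and 0.377 at 45.80 mg/kg, a ratio of 0.929. It was 0.775 without replicate 3 of 45.80 mg/kg and 1.24 without replicate 4 of 24.95 mg/kg, the ends of the range. The SD was larger at 45.80 mg/kg for 2228 of 5069 probes.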

The larger number of differentially expressed genes in response to the low concentration of phenanthrene, compared with the high concentration, was likely caused by the reallocation and distribution of the animal's energy budget. A higher concentration of phenanthrene in the organism would switch priorities to the production of biotransformation enzymes, and would leave less energy left for regulation of other less essential cellular processes and e.g., reproduction. Especially the genes encoding the biotransformation enzymes that responded in a concentration dependent manner indicate the importance of this process in order to cope with phenanthrene toxicity.

### Comparison with the cadmium induced transcriptome

Compared to our previous transcriptomic study [14], (data available under GEO [31] accession number GSE11122), wherein *F. candida *was also exposed for two days to cadmium polluted soil (also EC_50 _on reproduction after 28 days), the number of genes that responded are by far less. After 2 days of exposure to cadmium (EC_50_) polluted soil, a total of 964 differentially expressed transcripts were identified compared to 251 for phenanthrene (EC_50_) polluted soil. One hundred and twelve transcripts are significantly differentially expressed in response to both compounds, which is almost half of the phenanthrene responsive transcripts. Although the experimental conditions were similar in both exposure experiments, we have to be cautious comparing these two datasets, because the two microarray designs were technically slightly different. In the present study a custom Agilent microarray with an 8 × 15 k format was used and in the previous (cadmium) study we used a custom Agilent microarray with a 2 × 11 k format. Consequently, the spots on the two different microarrays varied in diameter. Furthermore, the microarray in this study contained 5,069 different probes printed in triplicate and the microarray in the previous study contained 5,131 different probes printed in duplicate. However, Shi et al. (2006) showed high consistency across different microarray platforms [32], supporting data comparison between different platforms to some extent. Thus, if we compare the results of the present phenanthrene exposure study with the results of our previous cadmium exposure study, we can see that many transcripts respond in the same manner and other transcripts respond differently. The transcripts that respond similar to both compounds with similar effect concentrations are potential biomarkers for level (degree) of soil toxicity, and transcripts that respond differently are potential compound specific biomarkers. In accordance with our results, this was also shown in previous toxicogenomic studies in e.g., yeast [33], where a general environmental stress response can be distinguished from a treatment specific stress response. In Additional file 4: Figure S2 a heat map is shown of hierarchical clustering of the expression of all significant transcripts in response to both compounds. Transcripts encoding monooxygenase (Fcc01289) or short-chain dehydrogenase (Fcc02784) were upregulated in response to both compounds. These transcripts were significantly lower expressed in response to the low concentration of phenanthrene. It seems that their transcription is more regulated by the toxic effect concentration, but independent of which xenobiotic compound is used. Such biomarkers would be very useful for fast toxicity screening of potentially polluted sites. 

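On the 4 arrays of 24.95 mg/kg Fcc01289 read log2 values of 0.21 to 1.30, and on those of 45.80 mg/kg 1.21 to 2.08. Fcc02784 read 0.80 to 1.49 and 1.86 to 3.03. Adjusted over the list of 50 alone the differences had p of 0.0156 and 0.0212. That of Fcc01289 was lost without replicate 1 of 24.95 mg/kg (0.0525) or replicate 3 of 45.80 mg/kg (0.0528), in a range of 2.74e-05 to 0.0633. That of Fcc02784 was lost without replicates 1 and 3 of 24.95 mg/kg (0.0627 and 0.0529) and replicates 3 and 4 of 45.80 mg/kg (0.0619 and 0.0579), and with median centring (0.125), the highest of its range.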

Further research is, however, needed to validate the usefulness of these transcripts as biomarkers.

### Quantitative RT PCR (qPCR) validation

To validate our microarray platform we selected 6 genes with different functions and performed quantitative RT PCR (qPCR). We used the same RNA samples (treated and untreated) that were used in the high effect concentration phenanthrene exposure microarray experiment. *YWHAZ *was used as reference gene for normalization, because it was shown to be one of the most stable endogenous genes in *F. candida *(de Boer et al., in press [34]). First, the log_2 _transformed fold change was calculated for the same pairs of RNA samples (treated vs. untreated) that were hybridized on the microarrays. Then, the average log_2 _fold change was calculated for each transcript and a significant correlation of 0.943 (Spearman's Rho, *p *< 0.01) was found between the qPCR and microarray platforms (Figure 3). We can observe that the log_2 _transformed fold change values are reduced in the microarray data compared to the qPCR (Figure 4). This is often observed between microarray and qPCR data and is probably due to loess normalization [35].

**Figure 3:**
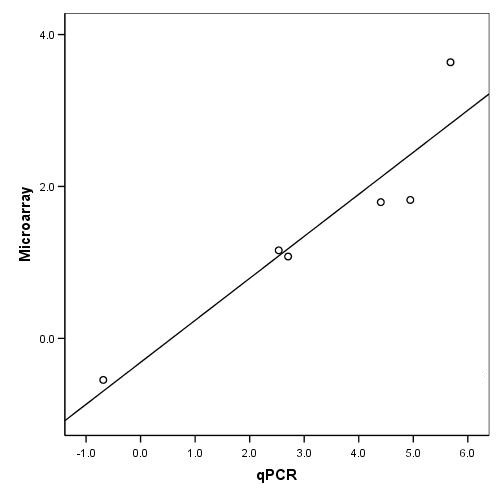
**Correlation between gene expressions measured in *Folsomia candida *using microarray analysis and qPCR**. The average log_2 _fold change values were used, and each point represents a differentially expressed gene. A significant correlation of 0.943 (Spearman's Rho, *p *< 0.01) was found.

**Figure 4:**
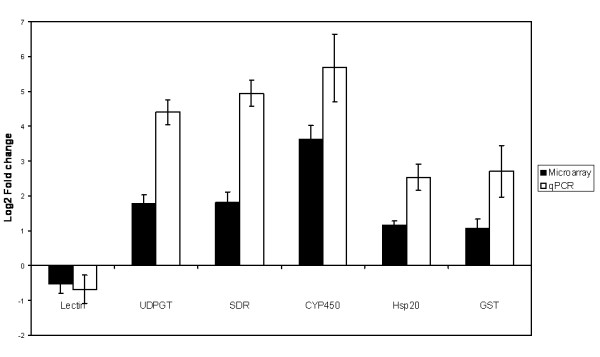
**Comparison between gene expression derived from microarray analysis and qPCR**. In the histogram the average log_2 _fold change is shown for 6 different genes, in response to the high effect concentration of phenanthrene (45.80 mg kg^-1 ^soil). The genes used are from left to right: Fcc00508 (C-type lectin), Fcc00734 (UDP-glucosyltransferase), Fcc02784 (short-chain dehydrogenase), Fcc03650 (cytochrome P450), Fcc05793 (heat shock protein), and Fcc05973 (glutathione S-transferase). Error bars indicate standard errors.

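On the arrays of 45.80 mg/kg 3 of these 6 transcripts were called, Fcc00734, Fcc02784 and Fcc03650, each a rise. Fcc00508 was lower without being called (adjusted p = 0.451), Fcc05793 and Fcc05973 were higher without being called, and keeping spots apart called 5 of the 6. Without replicate 1, 3 or 4 of 45.80 mg/kg 2 of the 6 were called. Fcc02512, used as the qPCR reference, averaged 0.06 ± 0.53 and 0.02 ± 0.53 at the concentrations (SD, n = 4), the latter −0.05 with median centring. Its log2 was 0.39 to 0.58 on the arrays with treated RNA in Cy5 and −0.57 to −0.17 on those with treated RNA in Cy3. The SD therefore follows the dye and does not measure a spread between jars alone.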

## Conclusion

This first transcriptomic study on phenanthrene toxicity in an invertebrate showed some remarkable results. 

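At adjusted p thresholds of 0.01 and 0.1 the averaged spots gave 6 and 12 calls at 24.95 mg/kg, 14 and 32 at 45.80 mg/kg, and 6 and 11 at both. An unadjusted p from limma under 0.05 gave 697 at 24.95 and 606 at 45.80 mg/kg (511 and 577 with each concentration fitted alone). Which concentration has more transcripts therefore depends on the threshold and the fit.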

First, the number of significantly affected genes decreased with increasing effect concentration. Second, the low effect concentration showed more up- than downregulated genes relative to the high effect concentration. Third, significant genes shared by both treatments showed a clear signature of biotransformation of phenanthrene. This demonstrates that *F. candida *has comparative responses to other organisms and is therefore a representative model organism for soil toxicogenomics. 

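Of the 9 transcripts called at both concentrations here, 4 encode P450s and 5 have no homology. From the transcripts at both concentrations the paper concludes that phenanthrene is met by biotransformation, and for the larger number of transcripts at the lower concentration it proposes a reallocation of the animals' energy.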

We have shown a potentially fast method to evaluate soil toxicity on the molecular level, in an ecologically relevant species, and validated our results with a different technique. Furthermore, the method is sensitive and discriminative between different toxic compounds. In this study insight was gained not only about the early toxic mode of action of PAH in soil on Collembola, but the method may also further be used to gain insight on other polluting (new) compounds, which will be beneficial for environmental risk assessment studies. Besides that, this method promises potential to be used for fast screening and monitoring of potentially polluted sites. In this way a fast pre-selection can be made in order to identify the most severe polluted sites, which then should receive the highest priority for further ecotoxicity testing and remediation. Together with similar new toxicogenomic methods in other soil-dwelling animals like earthworms [30,36-38], this approach may potentially change the current field of terrestrial ecotoxicology.

## Methods

### Phenanthrene exposure experiments

The collembolan *Folsomia candida *('Berlin strain'; VU University Amsterdam) was used for the exposure experiments. Cultures were first age synchronized before exposure to soil, following standardized methods [9]. In short, 20 adult animals were incubated on plastic rings; containing plaster of Paris mixed with charcoal, to lay eggs and were removed after 2 days. The incubation conditions were 20°C with a 12 hour light/dark cycle. It took approximately 10 days before the eggs hatched. All exposure experiments were done using a standardized natural soil (LUFA 2.2, Spreyer, Germany). Soil was spiked with two different phenanthrene (98% purity, Sigma-Aldrich) concentrations (24.95 and 45.80 mg kg^-1 ^soil). Phenanthrene was added to the soil in an acetone (Riedel-de Haën) solution. Equal volumes of acetone were used for spiking, and it was applied to 10% of the soil. The phenanthrene/acetone solutions covered the soil completely, and were left together with the soil for 24 hours in a closed glass container to incubate. Then the glass containers were opened for 24 hours in order to let the acetone evaporate, and the rest of the soil (90%) was added before moisturizing. The moisture levels of the soil were ~22% (w/w), which is 50% of the water holding capacity. The prepared soil was kept at 4°C, and was used for exposure experiments within a week. Controls (non-spiked reference soil and solvent treated soil) were also included, and all exposure experiments were done at 20°C with a 12 hour light/dark cycle.

To verify that the phenanthrene concentrations of 24.95 and 45.80 mg kg^-1 ^soil had a significant effect on reproduction, ten synchronized juveniles (10 d old) were exposed to ~30 grams of non-spiked (reference), solvent (acetone) control, or phenanthrene spiked soil in 100 mL glass jars, using 5 replicates (jars) for each treatment. The jars were opened for aeration twice a week, when needed the moisture levels were adjusted using demineralized water. Once a week they were fed with baker's yeast (Dr. Oetker), following as much as possible the standardized guide lines [9]. After 28 d exposure the jars were filled with 100 mL tap water and emptied in a glass beaker, through which the animals were extracted from the soil by means of floatation. The floating animals were photographed, and juveniles were counted using cell^D ^software (Olympus).

To examine gene expression in *F. candida *exposed to phenanthrene spiked soil, first again age synchronized cultures were obtained. Thirty animals (23 d old) were exposed per jar containing ~30 grams of non-spiked or phenanthrene (24.95 and 45.80 mg kg^-1^) spiked soil for 2 days, but now using 4 replicates per phenanthrene treatment and 8 replicates for the non-spiked soil exposure treatment. Animals were extracted from soil by means of floatation with 100 mL tap water, and then scooped from the water surface using a small spoon and put first on plastic rings containing plaster of Paris mixed with charcoal to remove surplus water. The animals were then taken from the rings and were put in microcentrifuge tubes in which they were snap frozen in liquid nitrogen. The whole harvesting procedure from scooping to freezing took approximately 5 minutes per sample.

### Measurement of phenanthrene in soil samples

Actual phenanthrene concentrations in soil were determined at the beginning and end of the 28 days exposure experiment. For this purpose approximately 1 g of moist soil was mixed with equal amount of anhydrous sodium sulfate and Soxhlet extracted for 5 h using hexane. The samples were then transferred to acetonitrile using a gentle flow of nitrogen. Samples were measured using a high performance liquid chromatography (HPLC) system consisting of a Vydac RP 18 201TP column with a Vydac 201 GD RP-18 guard column (Alltech), a Jasco FP-1520 fluorescence detector (Jasco), and a Gynkotek UVD320s ultraviolet diode-array detector (Gynkotek).

### RNA preparation, amplification, labeling and hybridization

Each biological replicate sample consisted of total RNA extracted from 30 animals exposed in the same jar to either non-spiked (reference) or phenanthrene spiked soil. Total RNA was extracted from the samples using the SV Total RNA Isolation system (Promega), which included a DNase treatment. 500 ng input of total RNA was used for amplification and labeling with the Agilent Low-Input Fluorescent Linear Amplification Kit (Agilent Technologies), according to the manufacturer's guidelines with a slight modification where the transcription (labeling) reactions were done in half the volume. Labeled and amplified cRNA was purified using RNeasy (Qiagen), and the Agilent Gene Expression Hybridization Kit (Agilent Technologies) was used for hybridization, which was done at 65°C for 17 h rotating at 10 rpm in an incubator. For hybridization a so called replicated reference design was used, wherein the 4 low phenanthrene concentration (24.95 mg kg^-1^) exposed samples and the 4 high phenanthrene concentration (45.80 mg kg^-1^) exposed samples were mixed with 8 unique non-spiked reference samples. For each phenanthrene concentration or reference, half of the samples were labeled with the fluorescent dye Cy3 and the other half with Cy5. The total microarray experiment resulted in 8 hybridizations of 16 unique samples. After hybridization, the arrays were washed using Gene Expression Wash Buffer Kit (Agilent Technologies), and scanned with the default settings on an Agilent DNA microarray scanner (Agilent Technologies).

For this experiment Custom Gene Expression Microarrays, 8 × 15 k format (Agilent Technologies) were used. This microarray contained 5,069 different experimental probes spotted randomly in triplicate, representing 5,069 different gene clusters from Collembase [12,13]. The 60 nt long probes sequences were taken from a previous version of the microarray [14], and also contained manufacturer's control probes. All 8 microarrays used in this study were printed on the same glass slide. 

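With all arrays on one slide, no slide effect can be separated, and the dye effect was estimated instead. A dye term was called for 12 probes (1127 unadjusted), 2 of them higher, 0 of these 12 among the paper's 50, and for 858 with the spots apart, of which 11 are among the 50. The median size of the dye log2 was 0.170, against 0.219 and 0.194 for the treatment at 24.95 and 45.80 mg/kg. Alternatives with averaged spots that moved this count gave from 43 (intensity trend and robust prior) to 1379 (median centring) in place of 12. Without one array it was 0 to 13.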

The design of this microarray (platform) is available from Gene Expression Omnibus [31] under accession number GPL7150.

### Microarray data analysis

Spot intensities were measured with Feature Extraction (9.1.3.1) Software (Agilent Technologies). Preprocessing, normalization, and differential gene expression assessment were all done in the limma [19] (2.14.5) package from the R (2.7.1) software environment [39]. This consisted of Edward's background correction [40], global loess normalization [41], and statistical analysis using linear models and empirical Bayes methods with subsequent multiple testing correction using Benjamini-Hochberg's method [20] (adjusted *p *< 0.05 was considered significant). Quality control was done by making MA-plots and box plots of each array; for each array the Expected LogRatio vs Observed LogRatio of the Agilent spike-in control probes were determined and they all showed an R^2 > 0.9. The assessment of differential expression of genes resulted in a mean log_2 _expression ratio (treated/untreated) and a *p*-value for each probe on the array. For hierarchical clustering mean normalized log_2 _expression ratios were used from each array, and was done in TIGR MEV version 3.1 [42], using Euclidean distance and average linkage. The raw and processed microarray data are available from the Gene Expression Omnibus [31] under accession number GSE14207. Annotation of the transcripts was performed using the BLAST [43] algorithm (e-value ≤ 1e-05). The sequence description in Additional file 2: Table S1 and Additional file 3: Table S2 are derived with Blasto2GO [44].

### Quantitative RT PCR

Primer sets were designed for 6 target genes (Fcc00508, Fcc00734, Fcc02784, Fcc03650, Fcc05793, Fcc05973) and one endogenous control gene *YWHAZ *(Fcc02512) with the software package Primer Express version 1.5 (Applied Biosystems) to have an annealing temperature of 60°C, and to amplify an amplicon of 80–120 base pairs (bp) with 45–55% GC content. PCR efficiency was determined by obtaining standard curves in triplicate for all primer sets with 4-fold dilutions of a standard batch cDNA. Primer sequences and PCR efficiency values are available in Additional file 5: Table S3. The RNA samples from the microarray experiment of the high phenanthrene (45.80 mg kg^-1^) concentration exposure were used for quantitative RT PCR (qPCR). Four biological replicates for both phenanthrene treated and reference were analyzed by qPCR. Approximately 1 μg input of total RNA per sample was used for reverse transcription using M-MLV reverse transcriptase (Promega) according to the manufacturer's protocol. The derived cDNA was diluted 1:5 and 2 μL was used in 20 μL PCR reaction volumes containing forward and reverse primers and Power SYBR Green PCR Master Mix (Applied Biosystems). qPCR reactions were performed in triplicate for each sample, on a DNA engine Opticon (MJ Research) using universal cycling conditions (10 min at 95°C; 15 s at 95°C, 1 min 60°C, 40 cycles). A mean normalized expression value (MNE) was calculated from the obtained Ct values with the Q-Gene module [45] using Fcc02512 (*YWHAZ*) as a reference gene for normalization of input cDNA.

### Statistical analysis

To verify that the phenanthrene concentrations used in this experiment had a significant effect on reproduction, a two tailed t-test (two-sample with unequal variance) was used in Microsoft Excel. The 50 genes that were differentially expressed in response to both phenanthrene concentrations were evaluated to identify those that significantly differed between the two concentrations. The log_2 _transformed normalized expression values, from each microarray, were also analyzed in a two tailed t-test (two-sample with unequal variance) in Microsoft Excel. To calculate a correlation between the microarray and qPCR platforms the Spearman's Rho correlation in SPSS (14.0 SPSS, Inc.) was performed on the mean log_2 _transformed normalized expression values.

## Abbreviations

ABC-transporter: ATP-binding cassette transporter; BH: Benjamini-Hochberg; BLAST: basic local alignment search tool; bp: base pairs; cDNA: complementary DNA; DNA: deoxyribonucleic acid; EC_10_: the effect concentration that inhibits reproduction by 10%; EC_50_: the effect concentration that inhibits reproduction by 50%; HPLC: high performance liquid chromatography; HSP: heat shock protein; ISO: International Organization for Standardization; loess: locally weighted scatterplot smoothing; LUFA: Landwirtschaftliche Untersuchungs- und Forschungsanstalt; MNE: mean normalized expression value; NADPH: nicotinamide adenosine dinucleotide phosphate (reduced form); nt: nucleotide; PAH: polycyclic aromatic hydrocarbon; qPCR: quantitative RT PCR; RNA: ribonucleic acid; ROS: reactive oxygen species; RT PCR: reverse transcription polymerase chain reaction; tRNA: transfer RNA; UDP: uridine diphosphate; VOMI: vitelline membrane outer layer protein I; VU: Vrije Universiteit.

## Authors' contributions

MB and BN performed the experiments and analyses of this research under supervision of DR. All authors were involved in the general set-up and design of the project. BN wrote the manuscript with contributions from all other authors. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Figure S1: Venn diagram of significantly differentially expressed transcripts in response to phenanthrene**. In this diagram the amount of differential genes is shown for each phenanthrene concentration within the circles. The number in the right-bottom is the amount of non-significantly expressed genes. Click here for file

Additional File 2 **Table S1: All significantly differentially expressed transcripts in response to low concentration (24.95 mg kg^-1^) phenanthrene in soil**. This table contains all significantly differentially expressed transcripts and their log_2 _transformed fold change values. Click here for file

Additional File 3 **Table S2: All significantly differentially expressed transcripts in response to high concentration (45.80 mg kg^-1^) phenanthrene in soil**. This table contains all significantly differentially expressed transcripts and their log_2 _transformed fold change values. Click here for file

Additional File 4 **Figure S2: Heatmap for transcripts differentially expressed in response to the high concentration of phenanthrene (45.80 mg kg^-1^) and cadmium (57.9 mg kg^-1^) in soil**. Both concentrations represent the EC_50 _on reproduction after 28 days. Data of 4 microarrays were used for each xenobiotic exposure. Hierarchical clustering of log_2 _fold change values (treatment/reference) using Euclidean distance matrix, and average linkage. Red indicates upregulation and green downregulation compared to the reference control, black indicates no difference. The transcripts are named by their gene cluster in Collembase, followed by their putative function. Click here for file

Additional File 5 **Table S3: Oligos used in the qPCR analysis**. All sequences of the primers used in this study are shown, including PCR efficiency values. Click here for file

## References

[B1] Morillo E, Romero AS, Maqueda C, Madrid L, Ajmone-Marsan F, Grcman H, Davidson CM, Hursthouse AS, Villaverde J (2007). Soil pollution by PAHs in urban soils: a comparison of three European cities. J Environ Monitor.

[B2] Jongeneelen FJ (1992). Biological Exposure Limit for Occupational Exposure to Coal-Tar Pitch Volatiles at Cokeovens. Int Arch Occ Env Hea.

[B3] Baird WM, Hooven LA, Mahadevan B (2005). Carcinogenic polycyclic aromatic hydrocarbon-DNA adducts and mechanism of action. Environ Mol Mutagen.

[B4] Guengerich FP (2001). Common and uncommon cytochrome P450 reactions related to metabolism and chemical toxicity. Chem Res Toxicol.

[B5] Jakoby W, Ziegler D (1990). The enzymes of detoxication. J Biol Chem.

[B6] Homolya L, Varadi A, Sarkadi B (2003). Multidrug resistance-associated proteins: Export pumps for conjugates with glutathione, glucuronate or sulfate (Reprinted from Thiol Metabolism and Redox Regulation of Cellular Functions). Biofactors.

[B7] Fountain MT, Hopkin SP (2005). Folsomia candida (Collembola): A "standard" soil arthropod. Annu Rev Entomol.

[B8] Jensen J, Sverdrup LE (2003). Polycyclic aromatic hydrocarbon ecotoxicity data for developing soil quality criteria. Rev Environ Contam T.

[B9] (1999). Soil quality – Inhibition of reproduction of Collembola (*Folsomia candida*) by soil pollutants. ISO 11267.

[B10] Snape J, Maund S, Pickford D, Hutchinson T (2004). Ecotoxicogenomics: the challenge of integrating genomics into aquatic and terrestrial ecotoxicology. Aquat Toxicol.

[B11] van Straalen N, Roelofs D (2008). Genomics technology for assessing soil pollution. Journal of Biology.

[B12] Timmermans MJ, de Boer ME, Nota B, de Boer TE, Marien J, Klein-Lankhorst RM, van Straalen NM, Roelofs D (2007). Collembase: a repository for springtail genomics and soil quality assessment. Bmc Genomics.

[B13] Collembase. http://www.collembase.org/.

[B14] Nota B, Timmermans MJTN, Franken O, Montagne-Wajer K, Mariën J, Boer MEd, Boer TEd, Ylstra B, Straalen NMv, Roelofs D (2008). Gene Expression Analysis of Collembola in Cadmium Containing Soil. Environ Sci Technol.

[B15] Heckmann LH, Sibly RM, Connon R, Hooper HL, Hutchinson TH, Maund SJ, Hill CJ, Bouetard A, Callaghan A (2008). Systems biology meets stress ecology: linking molecular and organismal stress responses in Daphnia magna. Genome Biology.

[B16] Droge STJ, Paumen ML, Bleeker EAJ, Kraak MHS, van Gestelt CAM (2006). Chronic toxicity of polycyclic aromatic compounds to the springtail Folsomia candida and the enchytraeid Enchytraeus crypticus. Environ Toxicol Chem.

[B17] Crouau Y, Cazes L (2003). What causes variability in the Folsomia candida reproduction test?. Appl Soil Ecol.

[B18] Steibel JP, Rosa GJM (2005). On reference designs for microarray experiments. Statistical Applications in Genetics and Molecular Biology.

[B19] Smyth GK (2004). Linear models and empirical Bayes methods for assessing differential expression in microarray experiments. Statistical Applications in Genetics and Molecular Biology.

[B20] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate – a Practical and Powerful Approach to Multiple Testing. J Roy Stat Soc B Met.

[B21] Satoh T, Hosokawa M (2006). Structure, function and regulation of carboxylesterases. Chem-Biol Interact.

[B22] Kallberg Y, Oppermann U, Jornvall H, Persson B (2002). Short-chain dehydrogenases/reductases (SDRs) – Coenzyme-based functional assignments in completed genomes. Eur J Biochem.

[B23] Stroomberg GJ, Zappey H, Steen RJCA, van Gestel CAM, Ariese F, Velthorst NH, van Straalen NM (2004). PAH biotransformation in terrestrial invertebrates – a new phase II metabolite in isopods and springtails. Comp Biochem Phys C.

[B24] Ote M, Mita K, Kawasaki H, Daimon T, Kobayashi M, Shimada T (2005). Identification of molting fluid carboxypeptidase A (MF-CPA) in Bombyx mori. Comp Biochem Phys B.

[B25] Barbehenn RV, Stannard J (2004). Antioxidant defense of the midgut epithelium by the peritrophic envelope in caterpillars. J Insect Physiol.

[B26] Wiele T Van de, Vanhaecke L, Boeckaert C, Peru K, Headley J, Verstraete W, Siciliano S (2005). Human colon microbiota transform polycyclic aromatic hydrocarbons to estrogenic metabolites. Environ Health Persp.

[B27] Luscombe NM, Austin SE, Berman HM, Thornton JM (2000). An overview of the structures of protein-DNA complexes. Genome Biology.

[B28] Calow P (1991). Physiological costs of combating chemical toxicants: Ecological implications. Comparative Biochemistry and Physiology Part C: Comparative Pharmacology.

[B29] Franc NC, White K (2000). Innate recognition systems in insect immunity and development: new approaches in Drosophila. Microbes Infect.

[B30] Gong P, Guan X, Inouye L, Pirooznia M, Indest K, Athow R, Deng Y, Perkins E (2007). Toxicogenomic analysis provides new insights into molecular mechanisms of 2,4,6-trinitrotoluene in Eisenia fetida. Environ Sci Technol.

[B31] Gene Expression Omnibus. http://www.ncbi.nlm.nih.gov/geo/.

[B32] Shi LM, Reid LH, Jones WD, Shippy R, Warrington JA, Baker SC, Collins PJ, de Longueville F, Kawasaki ES, Lee KY (2006). The MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurements. Nat Biotechnol.

[B33] Gasch AP, Spellman PT, Kao CM, Carmel-Harel O, Eisen MB, Storz G, Botstein D, Brown PO (2000). Genomic expression programs in the response of yeast cells to environmental changes. Mol Biol Cell.

[B34] de Boer ME, de Boer TE, Mariën J, Timmermans MJTN, Nota B, van Straalen NM, Ellers J, Roelofs D Reference genes for QRT-PCR tested under various stress conditions in Folsomia candida and Orchesella cincta (Insecta, Collembola). BMC Molecular Biology.

[B35] Wang YL, Barbacioru C, Hyland F, Xiao WM, Hunkapiller KL, Blake J, Chan F, Gonzalez C, Zhang L, Samaha RR (2006). Large scale real-time PCR validation on gene expression measurements from two commercial long-oligonucleotide microarrays. Bmc Genomics.

[B36] Gong P, Guan X, Inouye L, Deng Y, Pirooznia M, Perkins E (2008). Transcriptomic analysis of RDX and TNT interactive sublethal effects in the earthworm Eisenia fetida. Bmc Genomics.

[B37] Owen J, Hedley B, Svendsen C, Wren J, Jonker M, Hankard P, Lister L, Sturzenbaum S, Morgan A, Spurgeon D (2008). Transcriptome profiling of developmental and xenobiotic responses in a keystone animal, the oligochaete annelid Lumbricus rubellus. Bmc Genomics.

[B38] Svendsen C, Owen J, Kille P, Wren J, Jonker MJ, Headley BA, Morgan AJ, Blaxter M, Sturzenbaum SR, Hankard PK (2008). Comparative transcriptomic responses to chronic cadmium, flouranthene, and atrazine expousre in Lumbricus rubellus. Environmental Science & Technology.

[B39] The R Project for Statistical Computing. http://www.r-project.org/.

[B40] Edwards D (2003). Non-linear normalization and background correction in one-channel cDNA microarray studies. Bioinformatics.

[B41] Yang YH, Dudoit S, Luu P, Lin DM, Peng V, Ngai J, Speed TP (2002). Normalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variation. Nucleic Acids Res.

[B42] Saeed AI, Sharov V, White J, Li J, Liang W, Bhagabati N, Braisted J, Klapa M, Currier T, Thiagarajan M (2003). TM4: A free, open-source system for microarray data management and analysis. Biotechniques.

[B43] Altschul SF, Madden TL, Schaffer AA, Zhang JH, Zhang Z, Miller W, Lipman DJ (1997). Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res.

[B44] Conesa A, Gotz S, Garcia-Gomez JM, Terol J, Talon M, Robles M (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. Bioinformatics.

[B45] Muller PY, Janovjak H, Miserez AR, Dobbie Z (2002). Processing of gene expression data generated by quantitative real-time RT-PCR. Biotechniques.

# Supplementary material for: Transcriptomics reveals extensive inducible biotransformation in the soil-dwelling invertebrate Folsomia candida exposed to phenanthrene
**Source:** BMC Genomics. 2009 May 20;10:236. doi: 10.1186/1471-2164-10-236

Figure S1: Venn diagram of significantly differentially expressed transcripts in response to phenanthrene. In this diagram the amount of differential genes is shown for each phenanthrene concentration within the circles. The number in the right-bottom is the amount of non-significantly expressed genes.

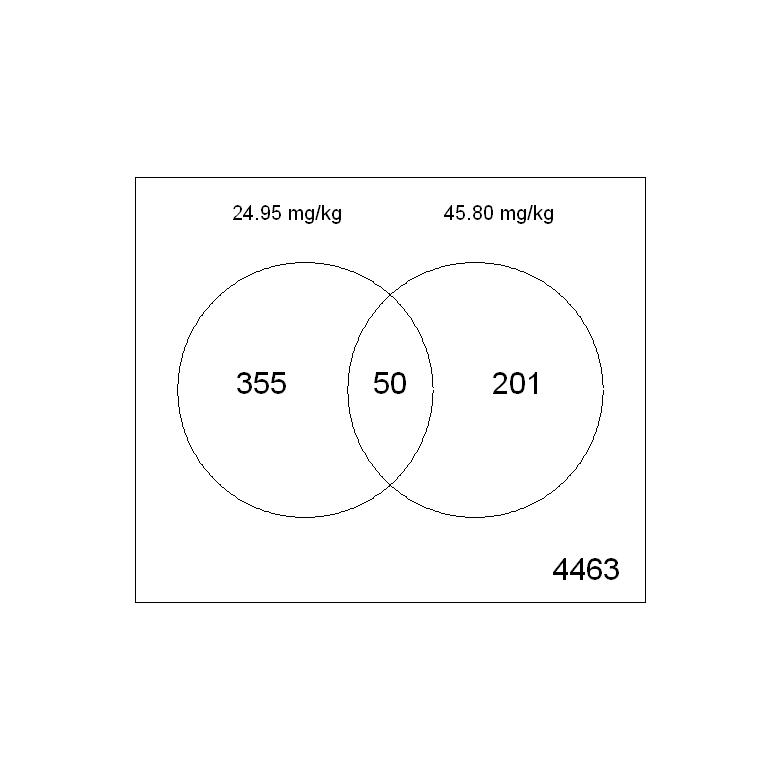

**Supplement:** Additional File 1 — Figure S1: Venn diagram of significantly differentially expressed transcripts in response to phenanthrene. In this diagram the amount of differential genes is shown for each phenanthrene concentration within the circles. The number in the right-bottom is the amount of non-significantly expressed genes.

# Supplementary material for: Transcriptomics reveals extensive inducible biotransformation in the soil-dwelling invertebrate Folsomia candida exposed to phenanthrene
**Source:** BMC Genomics. 2009 May 20;10:236. doi: 10.1186/1471-2164-10-236

Figure S2: Heatmap for transcripts differentially expressed in response to the high concentration of phenanthrene (45.80 mg/kg) and cadmium (57.9 mg/kg) in soil. Both concentrations represent the EC50 on reproduction after 28 days. Data of 4 microarrays were used for each xenobiotic exposure. Hierarchical clustering of log2 fold change values (treatment/reference) using Euclidean distance matrix, and average linkage. Red indicates upregulation and green downregulation compared to the reference control, black indicates no difference. The transcripts are named by their gene cluster in Collembase, followed by their putative function.

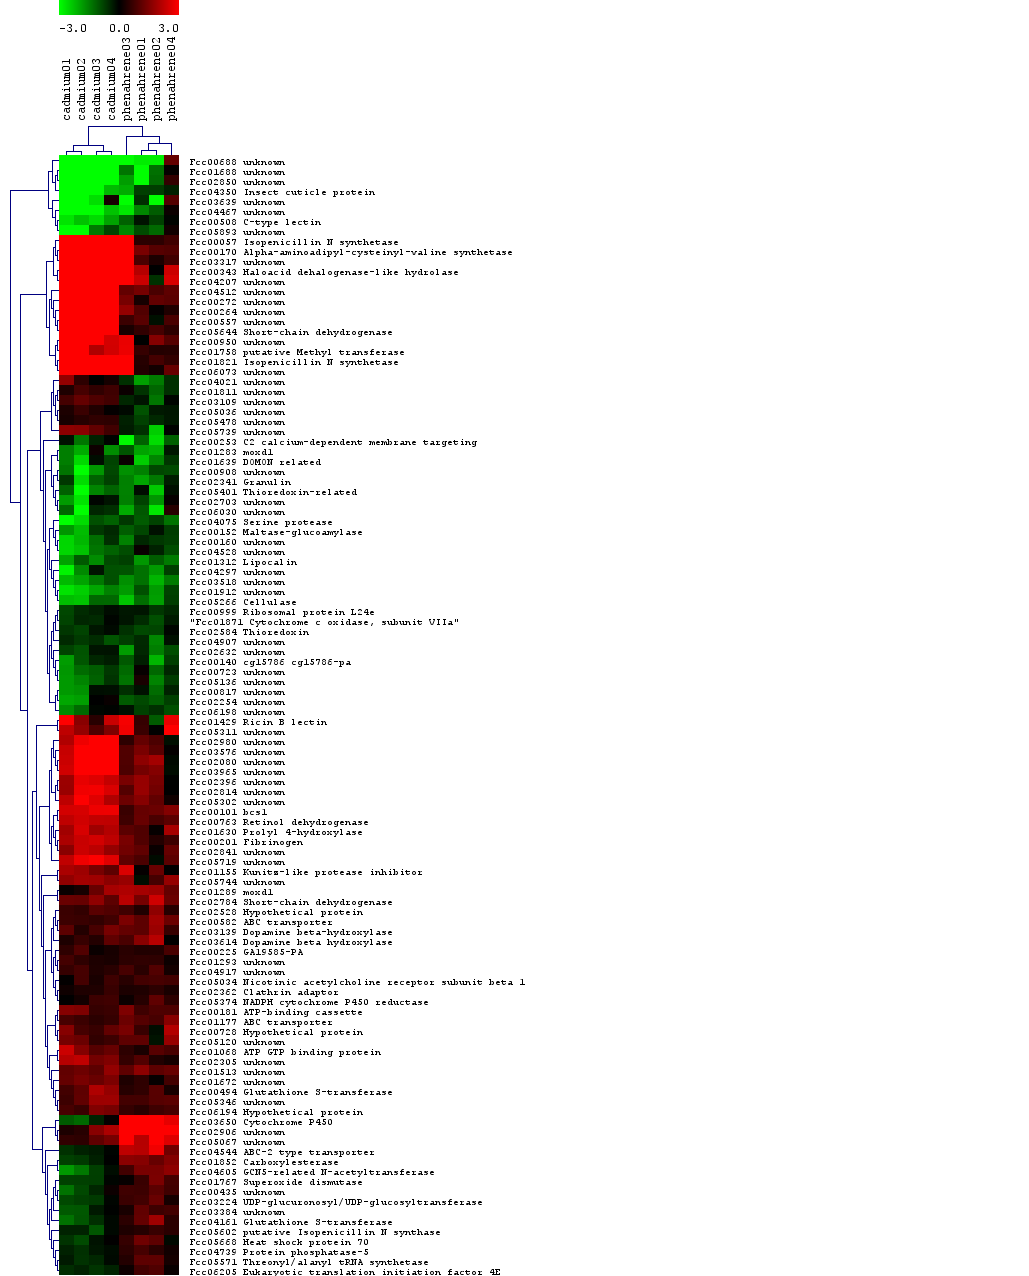

**Supplement:** Additional File 4 — Figure S2: Heatmap for transcripts differentially expressed in response to the high concentration of phenanthrene (45.80 mg kg-1) and cadmium (57.9 mg kg-1) in soil. Both concentrations represent the EC50 on reproduction after 28 days. Data of 4 microarrays were used for each xenobiotic exposure. Hierarchical clustering of log2 fold change values (treatment/reference) using Euclidean distance matrix, and average linkage. Red indicates upregulation and green downregulation compared to the reference control, black indicates no difference. The transcripts are named by their gene cluster in Collembase, followed by their putative function.

# Supplementary material for: Transcriptomics reveals extensive inducible biotransformation in the soil-dwelling invertebrate Folsomia candida exposed to phenanthrene
**Source:** BMC Genomics. 2009 May 20;10:236. doi: 10.1186/1471-2164-10-236
**Supplement:** Additional File 5 — Table S3: Oligos used in the qPCR analysis. All sequences of the primers used in this study are shown, including PCR efficiency values.

Table S3: Oligos used in the qPCR analysis.

| Cluster name | Putative description | Direction | Oligos sequence (5’-3’) | R2 | Efficiency |
| --- | --- | --- | --- | --- | --- |
| Fcc00508 | C-type lectin | Forward | TCATCCCTGCCGAACAGTATG | 0.932 | 2.39 |
| Reverse | TGCGAAGTGATAGACGCCATC |
| Fcc00734 | UDPGT | Forward | GACCGAAACTATGCCTGACCTTC | 0.996 | 2.00 |
| Reverse | ATATCCTGGCGTTCTTGTGGC |
| Fcc02512* | YWHAZ | Forward | TCGCCCTCAACTTTTCCGTT | 0.995 | 2.10 |
| Reverse | TGCTATCGCTTCATCGAATGCT |
| Fcc02784 | Short-chain dehydrogenase | Forward | CAAAAATCTGCGAGGCAAGG | 0.993 | 2.20 |
| Reverse | CGCAGTTGCTTTCCCAATTC |
| Fcc03650 | Cytochrome P450 | Forward | AGCTTTGGATCCCCTCCAATT | 0.999 | 2.12 |
| Reverse | CGGTTTTGGTCGTGGCTAAAT |
| Fcc05793 | Hsp20 | Forward | GGAGGAAGTGAAGAGCTTGTTCAC | 0.972 | 1.81 |
| Reverse | TTGTTTTCCACCGAGATGGG |
| Fcc05973 | Glutathione S-transferase | Forward | TTTCAACATGCGAAGCATCG | 1.000 | 1.84 |
| Reverse | GTGTTCTGGCCACGTTTCTCTT |

*Fcc02512 (YWHAZ) is used as reference gene

How the deposited data were processed for this re-analysis (not part of the article)

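The data are 8 arrays in 2 dyes, each carrying the RNA of a jar of *Folsomia candida* exposed to phenanthrene in soil for 2 days and that of a jar from clean soil. The lower concentration (24.95 mg/kg, EC10) and the higher (45.80 mg/kg, EC50) have 4 arrays each, and no reference jar is used for more than one array. Sample labels give the concentration, the replicate number and the dye of every sample. The replicate numbers follow the dye orientation and nothing ties a number to a jar at the other concentration, so arrays were not paired.

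The intensity values, as deposited by the authors, are mean pixel signals and median local backgrounds per spot and dye from Agilent Feature Extraction, with no normalization applied. The log10 values in the same deposited files are Feature Extraction's own red over green ratios, made after its own background subtraction and dye normalization. The log2 values of the deposited table are the authors' processed ratios, made according to the paper by Edwards background correction and loess normalization in limma, one value per spot. The paper's text and its supplements give neither the offset of the Edwards correction, nor how the 3 spots of a probe entered the model, nor whether outlier-marked spots were kept. The authors' ratios lay closest to an Edwards offset of 30 among those tried (mean gap of 0.00285, against 0.0223 at 20 and 0.0164 at 40, and 0.175 without offset).

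Signal over background, listed with the first array result in the text, sets the precision: 76.6 to 86.1% of spots per array and dye were well above background, and 4083 of 5069 probes were so on every array. The median SD of the 3 spots within an array was 0.0711 to 0.125, against 0.406 and 0.377 between the arrays of a concentration, so differences between jars and hybridizations limit the calls more than differences between spots do.

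The main values were computed with R 4.3.3, limma 3.58.1 and statmod 1.5.0. Mean signals were corrected with median backgrounds by the Edwards method with an offset of 0, control and outlier-marked spots were left out, ratios were normalized by global loess, turned to treated over reference, and averaged over the 3 spots of a probe. One linear model over the 8 arrays with a mean per concentration and no dye term was moderated by empirical Bayes. Probes with a Benjamini-Hochberg adjusted p under 0.05 are called. The contrast between concentrations was adjusted over all probes and, for the transcripts the paper lists at both concentrations, over that list of 50 alone. A further comparison used the methods' t-test. Function lists of one table were tested at the other concentration with camera at a preset correlation of 0.01 and fry beside it, for lists of at least 5 probes. Members in both tables were chosen at the tested concentration too, so the lists were also tested without them, an alternative chosen after seeing the values. That leaves out members listed at the tested concentration and so leans toward no response. Classes of probes by the description on the array (2321 probes have one), which miss members described otherwise, were tested in the same way in 24 tests. Average and complete linkage were applied to the 50 shared transcripts. Intervals are 95% binomial intervals.

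A ratio counts as measured where 2 of the 3 spots are well above background in treated and reference RNA on at least 1 array of the concentration. Where the reference never is, the fold is given only as "at least", with the reference raised on each array to the lowest level of any probe that is well above background there. Where the reference's own level is already higher on every array, as for Fcc00055 at 24.95 mg/kg, the bound equals the fitted fold and moves with the background correction. The same holds with treated and reference exchanged. The dyes are balanced, so a bound of this kind is not set by one dye. Where neither is, no fold is given.

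Transcripts named in the text follow a rule set with the other choices before the data were examined. Every transcript the paper names by its cluster number is followed. For a function family whose direction or number the paper's text states, the members in Tables S1 and S2, found by keyword in the tables' descriptions, are tallied, with the member of largest change and any member that is uncalled or of opposite sign named. Added to these are the 5 largest rises and falls called at each concentration with one sign on all 4 arrays, and the 5 smallest adjusted p of the contrast over all probes.

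Alternatives set in advance were normexp with an offset of 50, Edwards with an offset of 50, no background correction, median centring, quantile scaling of average intensity after loess (which changes no ratio), outlier-marked spots kept, the 3 spots kept apart with a common correlation, probes above background only, a dye term, each concentration fitted alone, an intensity trend with a robust prior, a replicate block, the authors' ratios, Feature Extraction's ratio, and each array left out in turn. Combinations added after the values were seen are named as such in the closing section.

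The procedure was tested on simulated arrays with the spread of the real ones, in which 200 of 5069 probes were changed. At a log2 of 2, averaged spots recovered 91% and 90% of them at the lower and higher concentration, with 4.71% and 2.70% false calls, and spots kept apart recovered 84% and 86% with 38.2% and 37.2% false calls. With the dye effects of the real arrays added, false calls were 2.81% and 5.43% with averaging and 16.5% and 21.8% with spots apart. With one spread for every probe, spots apart gave 6.98% and 5.66% false calls. The estimated correlation between spots was then 0.534, against 0.888 with the spread of the real arrays. The lower share of false calls can therefore not be ascribed to the even spread alone. At a log2 of 0.6 averaged spots recovered 0% and 12.5%, and spots apart 48% and 51.5% with 50% and 47.2% false. With no probe changed, averaged spots gave 0 calls and spots apart 64 and 41.

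Cluster numbers matched 0 names in the gene table of the *F. candida* genome, so probes keep the names and descriptions of the paper's tables. Reproduction counts, soil chemistry, cadmium arrays and qPCR measurements are not analysed here.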

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

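The test of the dim spots, the comparisons of unadjusted counts over groupings and of groupings balanced for dye, and the count of probes with opposed signs were chosen after the results they bear on had been seen.

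Among 128 groups of 4 arrays (each named transcript at each concentration, and each array measure), 6 held an array far from the other 3, against 6.4 that chance gives, about 1 in 20 groups. On replicate 4 of 24.95 mg/kg these were Fcc00435 at a log2 of 1.42 (others 0.77 to 0.81), Fcc01289 at 1.30 (0.21 to 0.38) and Fcc06085 at 2.11 (1.05 to 1.10). On replicate 3 of 24.95 mg/kg it was Fcc04789 at 0.13 (0.93 to 1.10), and on replicate 3 of 45.80 mg/kg Fcc00435 at 1.18 (0.77 to 0.84). The median Cy3 signal of replicate 4 of 45.80 mg/kg was 570 (others 482.5 to 492.2), a shift of the whole array that normalization within the array removes. Replicate 4 of 24.95 mg/kg holds 3 of the 5 transcript values, but so few values among so many groups do not set it apart. That array does have the lowest signal over background and the widest log2 ratios, with an SD of 0.917 on the array against 0.563 to 0.753 on the others. A difference of the whole array therefore stays open. No biological explanation was tested, since the design gives no property in which replicates of a concentration differ.

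The difference between concentrations (45.80 minus 24.95 mg/kg) passed, adjusted over the list of the paper's 50 alone, for 14 transcripts. It was negative for Fcc01912 (−2.12, adjusted p = 0.0156), Fcc00160 (−1.99, 0.0127), Fcc00817 (−1.92, 0.00744), Fcc01311 (−1.78, 0.00744), Fcc00723 (−1.42, 0.0156), Fcc02802 (−1.38, 0.00744), Fcc04528 (−1.27, 0.0156), Fcc00508 (−1.18, 0.0359), Fcc04951 (−1.11, 0.0231) and Fcc05495 (−0.89, 0.0127). It was positive for Fcc01358 (1.34, 0.0256), Fcc02784 (1.29, 0.0212), Fcc01289 (1.24, 0.0156) and Fcc01852 (1.04, 0.00744). Leaving out an array kept 7 of them past the threshold. Besides those described at the claims, Fcc00723 was lost without EC50 replicate 3 (0.0528), Fcc01912 without EC50 replicate 3 (0.0564), Fcc01358 without EC10 replicates 1 and 2 (0.0757 and 0.0554) and EC50 replicates 1, 3 and 4 (0.0728, 0.0749 and 0.0694), and Fcc04951 without EC10 replicate 1 (0.0627) and EC50 replicates 1, 2 and 3 (0.0531, 0.0604 and 0.0619). With the methods' t-test their adjusted p were 0.0834 for Fcc00723 and 0.0896 for the other 3, the highest among the alternatives. That test also lost Fcc00508 and Fcc02784 (0.0896 each), Fcc00160, Fcc01289 and Fcc04528 (0.0633 each) and Fcc05495 (0.0612).

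Against dye bias as the whole cause stands that 10 of the 11 transcripts of opposite sign had opposite signs within both dye orientations, the exception being Fcc01912. All 11 also passed over the list alone with a dye term. With balanced dyes that term leaves the difference itself unchanged, so this is no test of dye bias. Over the other 34 ways to part the 8 arrays into 4 and 4, the same list gave 0, 1 or 3 transcripts, but it had been chosen on the real grouping. Over all probes limma called 0 in the real grouping, which leaves no count to compare. At an unadjusted p under 0.05, 2 of 35 groupings gave as many as the real one (572): itself and one that follows the dyes (994), the next giving 551, so chance is not excluded. With the spots apart 3 of 35 groupings gave as many calls: the real one (175), one that follows the dyes (574) and another (180), so chance is not excluded there either. Both rival groupings carry the dye effect, the latter with treated RNA in Cy5 on 3 of the 4 arrays of a group. Among the 18 groupings balanced for dye, 1 gave as many as the real one, itself, both unadjusted (572, the next 347) and with the spots apart (175, the next 46), but so few groupings cannot exclude chance. With a dye term and the spots apart, an alternative chosen after seeing the values, the contrast called 477. Signs were opposed on all 4 arrays of each concentration for 121 probes, against 40.0 computed from each array's share of higher probes, and 2 of 35 groupings gave as many, the other being that by dye (278). An effect of concentration stays open for these transcripts beside differences between single jars.

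Fcc03719 and Fcc05819 were called at 45.80 mg/kg (adjusted p = 0.00516 and 0.0155) and are in neither of the paper's tables. Treated RNA was well above background on 1 of 4 arrays for each and the reference on 0, which bounds them at least 1.03-fold and 1.39-fold higher with the background correction used here. For Fcc05819 the log2 of 0.41 without background correction is below that bound. Both were higher on 4 of 4 arrays. With an Edwards offset of 50 the smaller of their adjusted p was 0.0616, that of Fcc03719. Fcc03719 was also lost with normexp (0.0611), without background correction (0.0784), with median centring (0.541), with Agilent's log ratio (0.133) and with the spots apart (0.538), and went up to 0.843. It stayed called with the authors' values (0.0284), with an Edwards offset of 30, chosen after seeing the values (0.0279), and without each array in turn (0.00508 to 0.0491). Fcc05819 was lost, among others, with each change of background correction (0.253 with an offset of 50), with the authors' values (0.228) and without EC50 replicates 2, 3 and 4 (0.0776, 0.0701 and 0.0954). Dim spots and a response cannot be told apart, since the spots lie near background.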

How the results depend on the processing

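The alternatives that join more than one choice, the Edwards offset of 30 and the function lists without the transcripts in both tables were chosen after the values had been seen, and all others were set in advance. Quantile scaling of average intensity changes no ratio and is no test.

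Keeping the 3 spots of a probe apart moved most results. It gave 412 and 226 calls at 24.95 and 45.80 mg/kg in place of 10 and 29, 45 shared calls in place of 9, 175 in place of 0 for the contrast over all probes, 58.0% and 46.9% rises in place of 100% and 93.1%, 5 of the 6 qPCR transcripts in place of 3, and 858 dye calls in place of 12. In the direction of one concentration's calls at the other, it lowered the share with one sign from 85% to 60.8%. Among calls, 10 of 10 and 26 of 29 were kept. In simulated arrays with the spread of the real ones this fit made false calls, and the averaged fit missed most changes of a log2 of 0.6.

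Of the added combinations, the authors' values with outlier spots kept and spots apart gave 405, 251 and 50 calls at the lower, the higher and both concentrations, 64.2% and 48.6% rises, 169 for the contrast, 6 qPCR transcripts and 845 dye calls. Edwards with offset 30, outlier spots kept and spots apart gave 409, 249 and 50, 64.5% and 49.0%, 166, 5 and 843. Median centring with spots apart gave 296, 141 and 34, 58.1% and 51.1%, 60, 5 and 1443. A dye term with spots apart gave 797, 458 and 107, 53.8% and 46.9%, 477 and 6. For the direction of one concentration's calls at the other, these gave 60.2%, 60.3%, 64.5% and 53.3%. The cause of the differences among them was not tested.

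With averaged spots, the calls at 24.95 mg/kg were 16 with an Edwards offset of 50 and 4 with each concentration alone, which also left 4 shared calls and has fewer arrays to estimate the spread. At 45.80 mg/kg they were 18 with median centring and 19 with Agilent's log ratio, a cause that was not tested. The other alternatives on all arrays stayed within 1.5 times the main counts. The 10 calls at 24.95 mg/kg were kept by each change of scaling, filter or prior, and 18 to 29 of the 29 at 45.80 mg/kg were.

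Leave-one-out gave 5 to 10 calls at 24.95 mg/kg (5 without EC10 replicate 3), 12 to 38 at 45.80 mg/kg (12, 14 and 15 without EC50 replicates 1, 3 and 4), 5 to 9 at both (5 without EC10 replicate 3) and 86.4 to 100% rises at 45.80 mg/kg. Of the paper's 50, 7 to 14 differed between concentrations over the list alone (7 without EC50 replicate 3, 9 without EC10 replicate 1). The dye calls were 0 to 13, the function lists at the other concentration 7 to 10 of 19, and the direction of one concentration's calls at the other 50 to 87.5% (50% without EC50 replicate 1). The 50% rests on few transcripts, since 8 of the 12 calls at 45.80 mg/kg were then shared. Fewer arrays in a group are part of these changes.

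The methods' t-test gave 4 of the 50 over the list alone, and 7 with the authors' values and outlier spots kept, in place of 14. A replicate block in the model gave 14 of the 50 and, over all probes, 0 called (776 unadjusted), and lost Fcc01912 (adjusted p = 0.0532) and Fcc04951 (0.0520), whose highest adjusted p under any alternative was 0.0896. The replicate numbers do not pair the samples: the correlations of the deviations of same-numbered arrays across probes, which are not independent replicates, 0.239, 0.284, 0.013 and 0.123, spread on both sides of those of differently numbered arrays of the same dye orientation (0.082 to 0.240). With fry 6 function lists passed in place of the 10 with camera, and 0 passed without the transcripts in both tables, an alternative chosen after seeing the values. The contrast over all probes stayed at 0 in every setting with averaged spots.

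Dye calls were 137 with normexp, 162 without background correction, 136 with an Edwards offset of 50, 97 with the added offset of 30, 1379 with median centring, 67 for probes above background, 43 with an intensity trend and robust prior, 95 with the authors' values and 66 with Agilent's log ratio. Median centring leaves the trend of the ratio with intensity in place, and for the others the cause was not tested.

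Of 81 named transcripts with 243 results, 0 called values changed sign. Of their 46 called results, 23 stayed past the threshold without each array and 21 under every alternative that keeps all arrays. Per setting, keeping spots apart weakened 1 and strengthened 102, median centring 8 and 2, each concentration alone 12 and 1, the methods' t-test 10 and 0 of 81. The ratio of the spread between arrays stayed on one side of 1 in the alternatives on all arrays (0.841 to 0.977) but not without single arrays (0.775 without EC50 replicate 3, 1.24 without EC10 replicate 4). In the clustering of the shared transcripts the largest group held 28 to 40 transcripts. Signal over background limits 986 probes that were not well above background on every array.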

Differences from the paper's values

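The alternatives named here as chosen after seeing the values were added to those set before the data were examined.

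The paper's counts are 405 transcripts at 24.95 mg/kg, 251 at 45.80 mg/kg and 50 at both, and the counts here are 10, 29 and 9. The paper's split is 260 higher and 145 lower at 24.95 mg/kg and 122 higher and 129 lower at 45.80 mg/kg, against 10 and 0 (limma; 697 transcripts unadjusted, 173 lower with spots apart), and 27 and 2 here. Among the alternatives set in advance, keeping the 3 spots apart brings all 7 counts within 1.5 times the paper's (412, 226, 45, 239, 173, 106 and 120), and none of the others does for any of them. Among those chosen after seeing the values, the authors' values with outlier spots kept and spots apart give 405, 251, 50, 260, 145, 122 and 129. There all listed transcripts are called and 0 others, and log2 values lie within 4.8e-06 and 5.0e-06 of the tables. The largest relative gaps in adjusted p from limma were 4.6e-06 at the lower and 3.9e-06 at the higher concentration. Also chosen after seeing the values, Edwards with offset 30, outlier spots kept and spots apart gives 409, 249, 50, 264, 145, 122 and 127, and median centring with spots apart gives 296, 34 and 124 for the total at 24.95 mg/kg, the shared and the lower at 24.95 mg/kg, with the other counts outside.

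Over all transcripts of Tables S1 and S2, 12 log2 ratios of the paper are counted as different from the value here. In 11 of them the ratio is measured and the gap is larger than the SD between arrays. The other is Fcc00055 at 24.95 mg/kg, the paper's 2.80 against 3.82 here, also a gap larger than the SD (0.55). Its bound, at least 14.1-fold, is over 1.5 times the paper's fold. Its reference was not well above background, so that the value here moves with the background correction, down to 2.22 without any. Of the 11, those at 45.80 mg/kg are Fcc00055, the paper's 3.54 against 4.27; Fcc00181, the paper's 1.03 against 1.57; Fcc02834, the paper's −1.63 against −2.27; Fcc02925, the paper's 1.27 against 1.94; Fcc03677, the paper's 0.85 against 1.60; and Fcc04605, the paper's 1.34 against 2.05. At 24.95 mg/kg they are Fcc01651, the paper's 3.60 against 4.05; Fcc01695, the paper's 3.77 against 4.53; Fcc02784, the paper's 0.74 against 1.16; Fcc05217, the paper's 1.03 against 1.17; and Fcc06225, the paper's 1.03 against 1.38. The difference goes, for all 12, with the authors' values, and for all but Fcc05217 with an Edwards offset of 50. With normexp and no background correction it goes for Fcc00055 at 24.95 mg/kg, Fcc00181, Fcc01651, Fcc01695, Fcc02784, Fcc03677, Fcc04605 and Fcc06225, and with normexp also for Fcc02834 and Fcc02925. Leaving out one array removes it for Fcc01651 (EC10 replicate 1), Fcc01695 (EC10 replicate 2), Fcc02784 and Fcc06225 (EC10 replicate 4) Fcc04605 (EC50 replicate 2) and Fcc03677 (EC50 replicate 3). The other alternatives set in advance do not remove it. An Edwards offset of 30, alone or with outlier spots kept and spots apart, and the authors' values with outlier spots kept and spots apart, all chosen after seeing the values, remove it for all 12. The largest gap, 2.12, is that of Fcc03447 at 45.80 mg/kg, which is larger than its SD (0.68). Its reference was not well above background and its bound, at least 1.50-fold, is not over 1.5 times the paper's fold. It is therefore not counted among the 12.

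The paper states that fewer transcripts respond at the higher concentration than at the lower, where the calls here are 29 and 10. An unadjusted p from limma under 0.05 gives 606 and 697 with averaged spots, which is the paper's order. That unadjusted order is reversed with each concentration fitted alone (577 and 511), without EC10 replicate 1 or 4 and without EC50 replicate 2. Keeping spots apart gives 226 and 412, and the added fits with spots apart, chosen after seeing the values, also rank the lower concentration first. The paper states more falls than rises at the higher concentration, where the calls here are 2 and 27. Keeping spots apart gives 120 and 106, the authors' values or Edwards with offset 30, each with outlier spots kept and spots apart and chosen after seeing the values, give 129 and 122 or 127 and 122, and a dye term with spots apart, also chosen after seeing the values, gives 243 and 215. Fig. 2 of the paper parts the arrays by concentration. Average linkage here does not, while complete linkage does in all 19 settings and average linkage in 11 of them: normexp, no background correction, an Edwards offset of 50, median centring, the authors' values, each of EC10 replicates 1, 2 and 4 and EC50 replicates 1 and 2 left out, and an Edwards offset of 30, chosen after seeing the values.

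Table 1 of the paper holds Fcc01695 and Fcc01651 among the transcripts that differ between concentrations. Over the list of 50 alone their adjusted p here were 0.0663 and 0.201. The Fcc01695 difference between concentrations and the Fcc01651 difference between concentrations passed with normexp (0.00162 and 0.0300), no background correction (0.00275 and 0.0277), an Edwards offset of 50 (0.00253 and 0.0308), the authors' values (0.00234 and 0.0413) and a replicate block (0.0191 and 0.0353). Fcc01695 also passed with a dye term (0.0254) and without EC10 replicate 2 (0.0242). Of the settings chosen after seeing the values, an Edwards offset of 30, the 2 fits with outlier spots kept and spots apart, and a dye term with spots apart passed both, and the authors' values with outlier spots kept and the methods' t-test passed Fcc01695 (0.0171). At an unadjusted p, as in the paper, 16 of the 50 passed here with limma, but these are not the 16 of Table 1: Fcc05973 passed and is not in it, and Fcc01651 did not pass. With the methods' t-test 15 passed, all of them in Table 1. The latter on the authors' values with outlier spots kept, chosen after seeing the values, gives all 16 p-values of Table 1 at 4 decimals.

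Of the families the paper describes as responding, P450s (4 of 7 at 24.95 and 4 of 4 at 45.80 mg/kg) and ABC-transporters at 45.80 mg/kg (5 of 6) are called here in most members. The others have 0 or 1 member called here at a concentration, and are called with the 3 spots apart in the numbers given at each claim. Some transcripts of the paper's lists that are named in the text and uncalled here are called by alternatives with averaged spots. For the lower concentration these are Fcc00435, Fcc03384, Fcc04144 and Fcc04253 (normexp, no background correction, an Edwards offset of 50, the authors' values, and for Fcc00435 also probes above background and Agilent's log ratio), Fcc00734 (median centring, dye term), Fcc05260 (median centring, dye term, intensity trend) and Fcc04544 (dye term). For the higher they are Fcc01311 (probes above background, dye term, intensity trend, the authors' values, EC10 replicate 1 left out), Fcc05644 (normexp, no background correction, an Edwards offset of 50), Fcc03071 (dye term), Fcc03139 (dye term, EC10 replicate 4 left out), Fcc02834 (each concentration alone), Fcc00181 (each concentration alone, EC10 replicate 4 left out), and Fcc00763 and Fcc03289 (EC10 replicate 4 left out). An Edwards offset of 30, chosen after seeing the values, calls Fcc00435, Fcc03384, Fcc04144 and Fcc04253 at 24.95 mg/kg and Fcc01311 at 45.80 mg/kg. All of them are called with the authors' values, outlier spots kept and spots apart, chosen after seeing the values. Of the 6 transcripts measured by qPCR, 3 were called on the arrays of 45.80 mg/kg here, 5 with spots apart, and 6 with the authors' values, outlier spots kept and spots apart or with a dye term and spots apart, both chosen after seeing the values.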

Other observations

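The tests of signs shared between the paper's lists and of the heat shock probes array by array were chosen after the results they bear on had been seen.

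Reversing the sign of some arrays in all 8 ways that are possible with 4 arrays, the real pattern alone gave as many calls at 24.95 mg/kg (1 of 8) and at 45.80 mg/kg (1 of 8). So few patterns exist that chance cannot be excluded by this count. With averaged spots the other patterns gave 0 to 2 calls. With the spots apart, patterns reversed across both dye orientations gave up to 24 calls at 24.95 mg/kg, and the pattern that follows the dyes gave 150 and 35. Patterns with 1 array reversed gave 0 to 121 calls at 24.95 and 2 to 28 at 45.80 mg/kg, the most with replicate 4 reversed. Whether the larger counts with spots apart come from spots of one array being counted as separate evidence cannot be told apart from better precision by this test, since only 3 of the 8 patterns reverse arrays across both dye orientations evenly or follow the dyes. Simulated arrays with no probe changed gave 64 and 41 calls with spots apart and 0 with averaging. Part of the larger counts can therefore be false calls.

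That the paper lists more transcripts at the lower concentration might come from a larger spread between the arrays of the higher one. The ratio of the median SD was 0.929, and single arrays moved it to either side of 1 (0.775 without EC50 replicate 3, 1.24 without EC10 replicate 4). The ratio therefore does not settle which concentration has the larger spread. The model pools the spread of both concentrations, with averaged spots and with the spots apart, so a probe has the same standard error at both. A larger spread at one of them does not raise its own standard error above the other's and may add calls there instead. This argues against a larger spread at the higher concentration as the reason for its shorter list. With no probe changed, simulated arrays with the spread of the real ones gave 64 calls at 24.95 and 41 at 45.80 mg/kg with spots apart. With median centring and spots apart, chosen after seeing the values, 58.1% of the calls at 24.95 mg/kg were higher, against 58.0% with loess. Both centre every array, so a surplus of rises made by the centring and one made by the exposure cannot be told apart.

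Few calls at both concentrations may follow from a threshold on each concentration at limited precision. Of the 20 transcripts called at 45.80 mg/kg alone, 85% had the same sign at 24.95 mg/kg, which this explanation needs. For the longer lists of the paper the same question stays open: of 355 transcripts listed at 24.95 mg/kg only, 56.1% (50.7 to 61.3) had the same sign at 45.80 mg/kg, and of 201 listed at 45.80 mg/kg only, 61.2% (54.1 to 68.0) did at 24.95 mg/kg, against 52.5% of all probes. The difference between concentrations was called by limma for 0 of the 355 (147 unadjusted, 86 with spots apart). False calls and responses particular to one concentration would both lower the share, and they cannot be told apart here.

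For the ribosomal transcripts, the 7 listed at 24.95 mg/kg had a median of −0.21 at 45.80 mg/kg, which lies on the side of the paper's reading without being large. Selection by threshold from one response cannot be told apart from a change of sign, since the members were chosen for their rise. A shift of the class of 43 probes described as ribosomal proteins stays open as well, with an adjusted p of the contrast of 0.0397 with camera and 0.180 with fry.

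The classes of probes by description hold only probes whose description on the array names the class, and so miss members that the paper's tables describe otherwise. Of 24 tests on 8 such classes, 8 passed with camera, 3 with fry and 0 with an estimated correlation. The 3 that passed with both were P450s at 24.95 mg/kg (16 probes, median 0.46, camera adjusted p = 8.74e-04, fry 0.0110) and at 45.80 mg/kg (0.17, 0.0397 and 0.0250), and heat shock proteins at 45.80 mg/kg. Only camera passed carboxylesterases at 24.95 and 45.80 mg/kg (median 0.39 and 0.20, adjusted p = 0.0397 and 0.0482), zinc fingers at 24.95 mg/kg and their contrast (−0.24 and 0.28, 0.0397 and 0.0468), and the ribosomal contrast. The probes so described as glutathione S-transferases, chitin or cuticle proteins (6 probes) and peptidases passed in none. The 10 probes described as heat shock proteins, which leave out the paper's Fcc05793 and Fcc05668, had a median log2 of 0.48 at 45.80 mg/kg with 9 of 10 higher (camera adjusted p = 0.0482, fry 0.0110). A single array is not the cause, since the lowest median of the class over the 4 arrays was 0.0967, above 0, and the highest 0.456. The contrast with 24.95 mg/kg did not pass (0.373 and 0.137), so a response particular to the higher concentration is not shown.

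Function lists that passed with camera at the other concentration, beside those of detoxification, were immune response (median 0.42, adjusted p = 0.0264, fry 0.0353) and stress response (0.31, 0.0402, fry 0.0353) of Table S2, and with camera only the miscellaneous lists of Tables S1 and S2 (0.0122 and 0.0317) and the transcripts without a hit of Table S2 (0.00613). All of them hold transcripts in both tables, 3 of 7 for immune and 2 of 5 for stress response, which were chosen at the tested concentration as well. Without these the medians were 0.23 and 0.12, on fewer than 5 transcripts, and 0 of the 14 lists with enough members left passed with camera or fry, an alternative chosen after seeing the values. Leaving these transcripts out removes members that the paper lists at the tested concentration, so this test leans toward no response. A response of these lists at the other concentration is neither shown nor excluded beyond the transcripts in both tables. Protein translation of Table S1 did not pass (−0.21, 0.273).

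Of the shared transcripts not described at a claim, Fcc06225 was called at 45.80 mg/kg (1.92 ± 0.71, SD, n = 4; adjusted p = 0.0136), as were Fcc04605 (2.05 ± 0.59, 0.0376) and Fcc00435 (0.90 ± 0.19, 0.0433), each higher on 4 of 4 arrays. Fcc06225 was lost without EC50 replicate 1 (0.0698) and replicate 3 (0.0701), with median centring (0.0724) and with each concentration alone (0.0835, its highest). Fcc04605 was lost without EC10 replicates 2 and 3 (0.0758 and 0.0564) and without each EC50 replicate (0.174, 0.127, 0.210 and 0.0551), and Fcc00435 without EC10 replicates 1, 2 and 3 (0.0851, 0.0960 and 0.0845) and without each EC50 replicate (0.156, 0.127, 0.210 and 0.171). For both, 0.210 is the highest value under any alternative. Fcc04605 at 45.80 mg/kg was also lost with normexp (0.0728), without background correction (0.104), with an Edwards offset of 50 (0.0616) and with Agilent's log ratio (0.125), and Fcc00435 at 45.80 mg/kg with median centring (0.0866) and each concentration alone (0.108). Fcc00932, Fcc01721, Fcc02814, Fcc02980, Fcc03289, Fcc03384, Fcc04789, Fcc05346 and Fcc05347 rose by 0.45 to 1.52 at 24.95 mg/kg and 0.51 to 1.75 at 45.80 mg/kg, none of them called here. Fcc03384 at 24.95 mg/kg was called with normexp (0.0352), without background correction (0.0301), with an Edwards offset of 50 (0.0373) and with the authors' values (0.0445), and Fcc03289 at 45.80 mg/kg without EC10 replicate 4 (0.0441).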
